# Physical and functional interaction between SET1/COMPASS complex component CFP-1 and a Sin3S HDAC complex in *C. elegans*

**DOI:** 10.1093/nar/gkz880

**Published:** 2019-10-11

**Authors:** Flore Beurton, Przemyslaw Stempor, Matthieu Caron, Alex Appert, Yan Dong, Ron A-j Chen, David Cluet, Yohann Couté, Marion Herbette, Ni Huang, Hélène Polveche, Martin Spichty, Cécile Bedet, Julie Ahringer, Francesca Palladino

## Abstract

The CFP1 CXXC zinc finger protein targets the SET1/COMPASS complex to non-methylated CpG rich promoters to implement tri-methylation of histone H3 Lys4 (H3K4me3). Although H3K4me3 is widely associated with gene expression, the effects of CFP1 loss vary, suggesting additional chromatin factors contribute to context dependent effects. Using a proteomics approach, we identified CFP1 associated proteins and an unexpected direct link between *Caenorhabditis elegans* CFP-1 and an Rpd3/Sin3 small (SIN3S) histone deacetylase complex. Supporting a functional connection, we find that mutants of COMPASS and SIN3 complex components genetically interact and have similar phenotypic defects including misregulation of common genes. CFP-1 directly binds SIN-3 through a region including the conserved PAH1 domain and recruits SIN-3 and the HDA-1/HDAC subunit to H3K4me3 enriched promoters. Our results reveal a novel role for CFP-1 in mediating interaction between SET1/COMPASS and a Sin3S HDAC complex at promoters.

## INTRODUCTION

The CFP1/CXXC zinc finger protein targets the SET1/COMPASS complex to non-methylated CpG rich regions for trimethylation of histone H3 on Lys4 (H3K4me3) (1–5), a modification widely associated with active promoters (6–8). The roles of CFP1 and the SET1/COMPASS complex in gene regulation are unclear. In different systems, loss of individual subunits does not have widespread effects on transcription, with only small subsets of genes affected (1,2,9–14). The effects vary depending on context, consistent with potential interactions with other factors, and proposals that H3K4me3 may promote transcriptional memory and consistency (9,15,16).

In yeast, SET1 acts in a single complex known as COMPASS (complex of proteins associated with Set1) that is responsible for all H3K4 methylation (17,18). In mammals by contrast, six complexes have been isolated defined by the catalytic subunits SET1A, SET1B, MLL1, MLL2, MLL3 and MLL4 (reviewed in (19). The enzymatic activity of SET1/MLL family members is regulated by interactions with additional proteins, including Swd3/WDR5, Swd1/RbBP5, Bre2/ASH2 and Sdc1/hDPY30 that influence the state (mono-, di- or tri) of methylation deposited (20–22). In addition, unique subunits including CFP1 are associated with each complex and contribute to its specificity (3,23–25).

SET1/MLL complexes have non-redundant functions, as demonstrated by the distinct phenotypes and embryonic lethality caused by deletion of individual SET1/MLL genes (26–29). While SET1 proteins are responsible for global H3K4me3 at promoter regions in different organisms (30–34), MLL proteins deposit H3K4 methylation at specific genes or regulatory elements (35–37).

*Caenorhabditis elegans* contains a single homologue of SET1, named SET-2, one MLL-like protein, SET-16, and single homologs of WDR5, ASH2L, DPY30, RbBP5 and CFP1 (32,34,38,39), simplifying functional studies of SET1/MLL regulatory networks. Inactivation of SET-2, WDR-5.1, DPY-30, RbBP5 and CFP-1 has shown that they all contribute to global H3K4 methylation in the germline and soma, and share common functions in somatic and germline development (32,34,38,40–43). To biochemically analyze the complex and identify associated proteins that may contribute to its functional outcome, we immunoprecipitated tagged CFP-1 and WDR-5.1, and identified copurifying proteins by mass spectrometry. In addition to identifying distinct SET-2/SET1 and SET-16/MLL complexes, we found that WDR-5.1 co-immunoprecipitates NSL histone acetyltransferase (HAT) complex subunits, consistent with its presence in multiple chromatin-associated complexes (44–46). Most importantly, we show that CFP-1 physically and functionally interacts with a conserved Rpd3/Sin3 small histone deacetylase complex, SIN3S. Mutants of SET-2/SET1 and SIN3S complex subunits share partly similar phenotypes, and CFP-1 is important for recruitment of both SIN-3 and the HDA-1/HDAC subunit to H3K4me3 enriched promoters. Our results reveal a novel role for CFP-1 in interacting with both SET-2/SET1 and SIN3S HDAC complexes to maintain the embryonic transcriptional program and influence both somatic and germline development.

## MATERIALS AND METHODS

### Strains and maintenance

Nematode strain maintenance was as described previously (47). The wild-type strain N2 (Bristol) was used as the reference strain. The strains used are as follows: PFR506 *qaIs22[HA::wdr-5.1;Cbunc-119(+)];wdr-5.1(ok1417)III*, JA1597 *pdpy-30::cfp-1::GFP*, PFR572 *qaIs22[HA::wdr-5.1;Cbunc-119(+)];wdr-5.1(ok1417)III;pdpy-30::cfp-1::GFP*, PFR625 *qaIs22[HA::wdr-5.1;Cbunc-119(+)];wdr-5.1(ok1417)III;pdpy-30::cfp-1::GFP;sin-3(tm1276)I*, PFR510 *set-2(bn129)/qC1dpy-19(e1259)glp-1(q339)[qIs26]III*, PFR624 *cfp-1(tm6369) IV/nT1[unc?(n754),let-?](IV;V)*, PFR391 *wdr-5.1(ok1417)III* out-crossed twice, PFR590*sin-3(tm1276)* out-crossed twice, PFR630 *sin-3(tm1276)I/hT2[bli-4(e937)qIs48](I; III)*, PFR629 *set-2(bn129)III sin-3(tm1276)I*, PFR635 *set-2(bn129)III; cfp-1(tm6369)IV/nT1[unc?(n754),let?](IV;V)*, PFR636 *sin-3(tm1276)I;cfp-1(tm6369)IV/nT1[unc?(n754),let?](IV;V)*;dvIs70 [*hsp-16.2*p::GFP + *rol-6(su1006)]*, PFR593 *athp-1(tm4223)III*, obtained from the National Bioresource Project (Japan) and outcrossed twice, PFR696 *athp-1;cfp-1* obtained by crossing *cfp-1(tm6369)* males with *athp-1*(*tm4223)* hermaphrodites.

ChIP experiments used PFR253 *set-2(bn129)* (outcrossed 10X) and TM6369 *cfp-1(tm6369)* (outcrossed 4X). To generate the PFR624 balanced strain, *cfp-1(tm6369)* animals were crossed with wildtype males to generate heterozygote males that were crossed again with [unc] animals segregating from AV112 (*mre-11(ok179),V/nT1,[unc?(n754),let-?](IV;V))*. [unc] animals were selected and screened by PCR for the presence of the *cfp-1(tm6369)* deletion. To generate the PFR630 balanced strain, *sin-3(tm1276)* animals were crossed with wildtype males to generate *sin-3(tm1276)* heterozygote males that were crossed to GFP(+) animals segregating from*[F44E2.7(tm4302)/hT2]*. GFP(+) animals from this last cross were selected and screened by PCR for the presence of the *sin-3(tm1276)* deletion. Yeast two-hybrid strains were: EGY42 (MATa; *trp1, his3, ura3, leu2*); TB50 (MATα; *trp1, his3, ura3, leu2, rme1*). *cfp-1(tm6369)* is a deletion of 254 bp encompassing intron 4, exon 5 and intron 5 of *cfp-1*. It is predicted to produce a truncated CFP-1 protein of 374 aa lacking part of the conserved C-terminal domain. 

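In the annotation of the WBcel235 assembly, *cfp-1* (WBGene00009924) lies on the forward strand of chromosome IV from 14077435 to 14083568 and has 8 annotated transcripts. In the transcript F52B11.1a.1, exon 4 runs from 14081429 to 14081739, exon 5 from 14081965 to 14082170 and exon 6 from 14082819 to 14083272. Exon 5 is 206 bp long, and intron 4 and intron 5 lie on its sides. The RNA-seq counts used here were summed over all exons of a gene, so they give the level of the *cfp-1* transcript as a whole and not which of its exons were read.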

Primers used genotyping are listed in Supplementary Table S1.

### Immunoprecipitation for proteomics

Immunoprecipitations were performed on frozen embryos prepared by hypochlorite treatment from strains grown at 20°C on enriched NGM. For all immunoprecipitations, wildtype embryos (N2) were treated in parallel to serve as negative control in the mass spectrometry analysis. For HA ::WDR-5.1 immunoprecipitations, embryos from PFR506 were flash-frozen immediately after hypochlorite treatment. For CFP-1::GFP immunoprecipitations, PFR572 late stage embryos were obtained by incubating the embryos collected by hypochlorite treatment for 4 h prior to flash freezing in liquid nitrogen. For each condition embryos were ground to powder, resupended in IP buffer (50 mM HEPES/KOH pH 7,5; 300 mM KCl; 1 mM EDTA; 1 mM MgCl2; 0.2% Igepal-CA630 and 10% glycerol) containing complete protease inhibitors [Roche] and 1 mM PMSF, and sonicated. Protein extracts were recovered in supernantant following centrifugation at 20 000 g for 15 min at 4°C an 20°C and flash frozen in liquid nitrogen. Protein concentrations were estimated using the Bradford assay [Bio-Rad Protein Assay Dye]. For HA::WDR-5.1 immunoprecipitation, approximately 60 mg of total protein extract was incubated with protein G agarose beads [Sigma-Aldrich] in Bio-Spin Chromatography columns [Bio-Rad] for 30 min at 4°C on a rotator. Flow-through was collected and incubated with 240 μl slurry of anti-HA affinity matrix beads [Roche] in a fresh Bio-Spin Chromatography column for 90 min at 4°C on a rotator. The matrix was washed three times in IP buffer at 4°C and once in Benzo buffer (HEPES/KOH 50 mM pH 7,5; KCl 150 mM; EDTA 1 mM; MgCl_2_ 1 mM; Igepal-CA630 0.2%; glycerol 10%). The matrix was then incubated in 400 μl of Benzo buffer containing 2500 units of benzonase [Sigma] for 1 h at 4°C and washed three times in IP buffer. Four successive elutions were performed at 37°C for 15 min each with HA peptide (250 μg/ml in 240 μl of IP buffer). The first three eluates were pooled and concentrated 20 times (final volume 35 μl) using a 10 kDa Amicon Ultra centrifugal device [Merck]. 1/70 and 1/700 of this eluate were resolved on a 4–12% NuPage Novex gel [Thermo Fischer] and the gel either stained with SilverQuest staining kit [Thermo Fischer] or analyzed by western blot with anti-HA antibody [Covance HA.11, clone 16B12]. 33 μl of the eluate was diluted with 11 μl of LDS4X buffer [Thermo Fischer] and analyzed by mass spectrometry. For CFP-1::GFP immunoprecipitation, ∼70 mg of total protein were incubated in IP buffer with 100 μl of GFP-TRAP MA beads slurry [Chromotek] for 3 h at 4°C on a rotator. Beads were collected with a magnet, washed three times in IP buffer and one time in Benzo buffer, and then treated with benzonase. Eluates were recovered by incubation at 95°C for 10 min in 60 μl of LDS 1× buffer. 1/10 and 1/50 of this eluate were resolved on a 4–12% NuPage Novex gel [Thermo Fischer] and either stained with SilverQuest staining kit [Thermo Fischer] or analyzed by western blot with anti-GFP antibody [Sigma, 11814460001, clones 7.1 and 13.1] respectively, and 40 μl of the eluate was analyzed by mass spectrometry.

### Mass spectrometry-based proteomic analyses

Proteins were stacked in the top of a SDS-PAGE gel (4-12% NuPAGE, Life Technologies) and stained with Coomassie blue R-250 before in-gel digestion using modified trypsin (Promega, sequencing grade) as previously described (48). Resulting peptides were analyzed by online nanoLC-MS/MS (UltiMate 3000 and LTQ-Orbitrap Velos Pro, Thermo Scientific). For this, peptides were sampled on a 300 μm × 5 mm PepMap C18 precolumn and separated on a 75 μm × 250 mm C18 column (PepMap, Thermo Scientific). MS and MS/MS data were acquired using Xcalibur (Thermo Scientific). Peptides and proteins were identified using Mascot (version 2.5.1) through concomitant searches against Uniprot (*C. elegans* taxonomy), classical contaminants database (homemade) and the corresponding reversed databases. The Proline software (http://proline.profiproteomics.fr) was used to filter the results (conservation of rank 1 peptides, peptide identification FDR < 1% as calculated on peptide-spectrum match scores by employing the reverse database strategy, minimum peptide score of 25, and minimum of 1 specific peptide per identified protein group) before performing a compilation, grouping and comparison of the protein groups from the different samples. In WDR-5.1 mass spectrometry, 242 proteins were found with a spectral count (SC) WDR-5.1 ≥ 3 and a SC control (without WDR-5::HA transgene) = 0 or SC WDR-5.1/SC control ≥5 for at least one replicate; in CFP-1 mass spectrometry 178 proteins were found with a SC CFP-1 ≥3 and a SC control (without CFP-1::GFP transgene) = 0.

### Co-immunoprecipitation experiments

Co-immunoprecipitations with CFP-1::GFP were performed starting from 4 mg total protein embryonic extract from the strain containing the two transgenes CFP-1::GFP and HA::WDR-5.1. Samples were processed as in proteomic experiments. Co-immunoprecipitations with HA::WDR-5.1 were performed with the eluates sent to mass spectrometry analysis. Samples were processed as in proteomic experiments. Eluates were boiled in LDS sample buffer and analyzed on 4–12% NuPage Novex gels [Thermo Fischer] or Mini-PROTEAN TGX Stain-Free Precast gels [Bio-Rad] followed by western blotting. Antibodies used were: anti-GFP [Sigma, 11814460001, clones 7.1 and 13.1] (1/1000); anti-HA [Covance HA.11, clone 16B12] (1/2000); anti-HDA-1 [Novus Biologicals, 38660002] (1/2000); anti-DPY-30 [Novus Biologicals, 45110002] (1/5000); anti-ASH-2 (gift from B. Meyer) (1/4000); anti-MRG-1 antibody [Novus Biologicals, 35530002] (1/3000); anti-SIN-3 Q60131017(1/1000).

### Plasmids construction for Y2H

Plasmids used for expression of BD and AD fusions were derived from pEG202 (Clontech; Genbank Accession Number U89960) and pJG4–5 plasmids (Clontech; Genbank Accession Number U89961, respectively (49). Constructions were generated by cloning the cDNA of the gene of interest in the *Xho*I restriction site of the pEG202 and pJG4–5 plasmids using the Gibson method (50). CFP-1 truncations were obtained by the same reaction using the *cfp-1* cDNA sequence as template. PCR reactions were carried out using pHusion polymerase and primers listed in Supplementary Table S1. All products were verified by sequencing. pSH18–34, bearing a β-galactosidase gene under the control of four overlapping LexA operators was used as reporter vector (51).

### Interaction trap/two-hybrid system to identify interacting protein

Y2H assay is based on the LexA (BD)/B42 (AD) system (49). Cross-matings were performed in liquid phase (52). Competent haploid EGY42a cells were co-transformed with 1 μg of pSH18-34 (reporter vector) and 1 μg of BD construct. Competent TB50α cells were transformed with 1 μg of AD construct. Yeasts were selected for 3 days at 30°C on SD-UH (BD strains) and SD-W (AD strains) medium. Matings were performed overnight at 30°C in liquid YPAD (53). Cross-mating ensured that each hetero-interaction was tested twice (in both directions of the interaction matrix) and allowed the detection of homodimerisations. Diploids were amplified in selective liquid SD-UHW medium. For β-galactosidase assays, 50 μl of each diploids culture was inoculated (at OD_595 nm_ = 6) in 1 ml of pre-warmed (25°C) SGR-UHW medium supplemented with X-Gal (Thermo Scientific, #R0404) in Deepwell 96-well plates. Cultures were then incubated for 48 h at 25°C, centrifuged 5 min at 192g, resuspended in 300 μl, and transferred in flat bottom μClear Cellstar^®^ plates (Greiner Bio one) for scanning and phenotype assessment.

### Protein expression and GST pull-down assay

Full-length GST::CFP-1 and HIS_6_::SIN-3 fragments (1–738, 699–1507) were amplified using primers listed in Supplementary Table S1 and subcloned into pGEX-6-P1 [Sigma GE28-9546-48] and pPROEX HTa (gift from L. Terradot, MMSB, Lyon), respectively, using the Gibson method (50). All proteins were expressed in BL21 Rosetta 2 [Merck-Millipore 71402]. Bacteria were grown to OD_600_ 0.6 and protein expression induced with 1 mM IPTG at 16°C overnight. The pellet from 1 l of bacterial culture was resuspended in 10 ml lysis buffer (50 mM Tris pH 8,0 ; 300 mM NaCl; 0.1 mM EDTA; 0.1% Triton X-100 ; 0.05% NP-40; 1 mM MgCl_2_; 5% glycerol) containing protease inhibitor [Roche 05056489001]. Samples were sonicated on ice and centrifuged at 20 000 g for 20 min. For pulldown assays 200 ul of GST::CFP-1 supernatant was mixed with 800 ul HIS_6_::SIN-3[1–738] or HIS_6_::SIN-3[699-1507], respectively, and incubated overnight at 4°C on a rotating wheel. Samples were submitted to GST purification on a Biosprint 15 automat from Qiagen. Samples were washed three times with Lysis buffer and eluted with 50 ul of Lysis buffer containing 20 mM Glutathion. Eluted fractions were analyzed by western blot using a mouse anti-Histidine antibody [Sigma H1029] (1/3000) and Stain-Free gels (Bio-Rad).

### Brood size and embryonic lethality assays

For each strain, 10 L4 worms were isolated to single plates in the presence of excess food at 20°C, and allowed to develop into egg-laying adults overnight. Adult animals were then transferred to fresh plates every 12 h until they ceased laying eggs. Plates were scored for number of viable progeny and dead embryos that failed to hatch 24 h after removal of the mother.

### Fertility assay

Six independent lines were established from freshly thawed *sin-3(tm1276)* animals maintained as homozyotes, and homozygous *set-2(bn129)* and *cfp-1(tm6369)* animals obtained from balanced strains PFR 510 and PFR 624, respectively. For each line, six homozygous L4 stage animals were transferred to single plates with fresh *E. coli*, in the presence of excess food and cultivated at 25°C. From each generation, six worms were again picked to single plates until animals became sterile (fewer than 10 progeny/plate).

### Characterization of nuclear divisions in intestinal nuclei

Adult animals were treated with hypochlorite solution to obtained L1 synchronized larva. L1 larva were transferred to 25°C for 48 hrs, until they developed into adults. Young adults were stained with DAPI staining and analyzed with a Zeiss 710 Confocal Microscope. Experiments were performed in three independent replicates and intestinal nuclei from a total of 150 worms for each strain were scored.

### Comparison of gene expression changes in *cfp-1*, *set-2* and *sin-3* embryos

RNAs were extracted from wild-type, *cfp-1, set-2* and *sin-3* frozen early stage embryos prepared by hypochlorite treatment of young adults (>95% <200 cell stage). Two to three independent biological replicates were performed for each strain. RNAs were extracted with NucleoZol [Macherey-Nagel] according to manufacturer's instructions and treated with DNAse [Turbo-free DNAse, Ambion]. Integrity of RNA was assessed on Tape Station 4200 [Agilent]. RNA-seq librairies were generated at the GenomEast Platform [IGBMC, Strasbourg, France] using the directional mRNA-Seq SamplePrep [Illumina] and sequenced using the Illumina Hiseq 4000 technology. All RNA-seq data were mapped to the *C. elegans* reference genome (WS254) by RNA-STAR (Version 2.4.1d). Reads below a mapping score of 10 were filtered using SAMtools (Version 0.1.19). 

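The table of RNA-seq counts lists 46772 genes, of which 24917 had a count in at least 1 of the 11 libraries of wild-type, *cfp-1*, *set-2* and *sin-3* embryos. Of the listed identifiers, 46549 were found in the Ensembl release 115 annotation of WBcel235, which marks 19698 as protein-coding. These genes held between 97.5% and 98.8% of the counts of a library. A mean normalized count above 10 over the 11 libraries left 11547 protein-coding genes for testing. The number of genes tested was 12605 with edgeR's filterByExpr, 9887 with at least 10 counts in every library and 18501 with no filter on low counts.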

Of the 46 771 annotated genes, 20 183 were selected as protein coding genes and among them, 11 630 had sufficient read representation (baseMean > 10) for further analysis. The gene expression level in each sample was calculated by htseq-count (Version 0.7.2) and differential expression between the different strains was calculated with DESeq2 (54). Gene expression data are available at GEO with the accession GSE110072.

### Western blot analysis on histone marks

Embryos were obtained by hypochlorite treatment of adults grown on HB101 at 20°C and frozen in liquid nitrogen. Embryo pellets were resuspended in TNET buffer (50 mM Tris·HCl (pH 8), 300 mM NaCl, 1 mM EDTA, 0,5% Triton X-100 and protease inhibitors cocktail III [Merck]), lysed with zirconium beads [Lysing Matrix Y, MP Biomedicals #116960050] using a Precellys24 homogenizer and sonicated in a Bioruptor sonicator. Homogenates were centrifuged and supernatants aliquoted and frozen at −80°C. Total protein amount was quantified by the Bradford assay [Bio-Rad]. Serial dilutions of protein extracts were electrophoresed on 12% NuPage Novex gels for western blot analysis. Dilutions of wild type total protein extracts were analyzed to determine the upper limit of linearity of the following antibodies: anti-H3K4ac [Sigma, 07-539] (1/1000), anti-H3K9ac [Active Motif, 39137,39138] (1/2000), anti-H3K27ac [Active Motif, 39133] (1/2000), anti-H3K4me3 [Diagenode C15310003] (1/2000) and anti-H3 [Active Motif, 39163] (1/20 000). Each antibody was used on a separate blot loaded with the same extracts.

### Heat shock assay

Synchronized L4 staged worms carrying a *phsp-16.2::gfp* reporter (dvIs70) (55) were shifted at 33°C for 30 min in a water bath and allowed to recover at 20°C for 60 min. before observation. Experiments were repeated 5–8 times, with similar results. Fluorescent expression analysis were carried out on a Zeiss AxioPlan 2 equipped with Nomarski optics coupled to a camera (CoolSNAP, Roper Scientific). Non-heat shocked controls were equally overexposed.

### Chromatin immunoprecipitation

Wildtype, *cfp-1(tm6369)*, and *set-2(bn129)* mixed embryos were obtained by growing strains at 20°C in liquid culture using standard S-basal medium with HB101 bacteria. Strains were grown to the adult stage then bleached to obtain embryos, which were washed in M9, then frozen into ‘popcorn’ by dripping embryo slurry into liquid nitrogen. Chromatin immunoprecipitations and library preparations were conducted as in (56), using formaldehyde as a fixative for the H3K4me3 ChIPs (30 ug DNA, 2.5 ug antibody) and formaldehyde and EGS as fixatives for the SIN-3 (15 ug DNA, 2.5 ug antibody) and HDA-1 (30 ug DNA, 2.5 ug antibody) ChIPs. Approximately 10% *C. briggsae* chromatin extract was spiked into the *C. elegans* extract for the H3K4me3 ChIPs and 5% into the HDA-1 ChIPs. The HDA-1 antibody did not detect *C. briggsae* HDA-1 and so was not used for normalization. Two different antibodies to SIN-3 were raised through Strategic Diagnostics International by DNA immunization using aa427-576 (Q5986 and Q6013). Chromatin immunoprecipitations were conducted in duplicate with both SIN-3 antibodies in wild-type embryos; ChIP-seq patterns using these two SIN-3 antibodies were highly concordant (Supplementary Figure S1). Comparison of SIN-3 ChIP levels between wild-type and *cfp-1* mutant embryos were done using SIN-3 antibody Q5986. HDA-1 ChIPs were done using Novus 38660002/Q2354 and H3K4me3 ChIPs used Abcam ab8580. The age distributions of mixed embryo collections were in the following proportions (% <300 cell / % over 300 cell, average of the two replicates): H3K4me3 ChIPs: WT N2, 51/49; *cfp-1*, 59/51, *set-2*, 54/46. SIN-3 and HDA-1 ChIPs: WT N2, 48/52; *cfp-1*, 49/51. RNA-seq was performed on matched wild-type and *cfp-1* mutant embryo collections and sequencing libraries constructed as in (56). Libraries were sequenced using an Illumina HiSeq1500 and aligned to ce11 (WBCel235) *C. elegans* genome assembly with STAR aligner using Ensembl v90 gene annotation for splice aware alignment. Reads were counted using HTSeq method implemented in R and differential expression was assessed using DESeq2 method (54).

### SIN-3, HDA-1 and CFP-1::GFP ChIP-seq data processing

CFP-1::GFP (GEO GSE49870), SIN-3 and HDA-1 ChIP-seq reads were aligned to the ce11 assembly of the *C. elegans* genome using BWA v. 0.7.7 (57) with default settings (BWA-backtrack algorithm). The SAMtools v. 0.1.19 ‘view’ utility was used to convert the alignments to BAM format. Normalized ChIP-seq coverage tracks was generated using the BEADS algorithm (58). ChIP-seq peaks were called for SIN-3, HDA-1 and CFP-1::GFP in wild-type embryos using MACS2 v. 2.1.1 (59) with a *q*-value cut-off of 0.05 and fragment size of 150bp against summed ChIP-seq input (GEO GSE87524). Peaks overlapping non-mappable (GEM-mappability < 25%; (60) or blacklisted regions (https://gist.githubusercontent.com/Przemol/ef62ac7ed41d3a84ad6c478132417770/raw/56e98b99e6188c8fb3dfb806ff6f382fe91c27fb/CombinedBlacklists.bed) were discarded. Peak summits were extended 150 bp upstream and downstream, creating 300 bp peak regions. Intersecting regions from the two replicates were kept and extended to 300 bp to obtain confident peak calls. SIN-3 peak calls are the intersection of peaks obtained using the Q5986 and Q6013 antibodies. To determine factor overlaps, the 300 bp peak call regions from CFP-1, SIN-3 and HDA-1 were intersected, also keeping regions with only one factor. Regions from this ‘superset’ were rescaled to 300bp and each region annotated for overlap with a CFP-1, SIN-3, HDA-1 or MRG-1 peak (MRG-1 peaks were obtained from (61); Supplementary Table S2 gives these regions and their annotations. We used SeqPlots (62) for k-means clustering of CFP-1::GFP and H3K4me3 signals in wild-type, *cfp-1* mutants, and *set-2* mutants to separate CFP-1::GFP peaks into strong and weak COMPASS sites, and to visualise CFP-1::GFP, HDA-1 SIN-3, MRG-1 (GEO GSE50333) and H3K4me3 ChIP-seq tracks as heatmaps. The IGV Genome Browser (63) was applied to visualise example regions. Strong and weak COMPASS peaks were assigned to promoters and genes based on overlap with promoter annotations in (64); for genes with no mapped promoter, peaks were annotated as promoters and assigned to genes if they were within 500 bp of a Wormbase gene start. ChIP-seq data generated in this study is available at GSE114715.

### Spike-in normalization of H3K4me3 ChIP-seq

Sequencing reads from H3K4me3 ChIP and corresponding input samples were mapped to a concatenated reference genome sequence containing *C. elegans* ce11 and *C. briggsae* cb3 using BWA (62) and were then separated by species. Only reads that mapped uniquely (mapq> = 10) to non-blacklisted regions were kept. The spike-in ratios of *C. briggsae* to *C. elegans* chromatin present in the combined extract were calculated from the input sequence as *C. briggsae* read count divided by *C. elegans* read count. *C briggsae* H3K4me3 peaks were called from ChIP data using MACS2 (59) with default parameters. Scaling factors for each ChIP samples were calculated as corresponding spike-in ratio divided by *C. briggsae* H3K4me3 ChIP read count in peak regions in millions. These scaling factors were applied to *C. elegans* H3K4me3 ChIP raw coverage track. As a last step, ChIP background was removed from the scale coverage tracks by subtracting the mode and setting negative values to zero. The resulting tracks were used for visualization and analyzing H3K4me3 levels.

### ChIP-seq signal quantifications

To compare SIN-3 and HDA-1 binding between wildtype and *cfp-1* mutant embryos, we quantified average BEADS normalized, *z*-scored signal on different peak sets. The signal was obtained using the *bigWigSummary* utility from Kent library (65) implemented in *rtracklayer* package in R. These signals were represented as overlaid violin plots (showing signal distribution) and Tukey box plots (showing estimation of statistical significance of difference between medians as notches) (66). The comparison of H3K4me3 levels in wt, *cfp-1*, and *set-2* mutants was done in the same way, using spike-in normalized signal tracks for quantification.

## RESULTS

### Co-immunoprecipitation of subunits of the *C. elegans* SET1/COMPASS complex

We used a proteomics approach to characterize *C. elegans* COMPASS-like complexes and search for associated proteins. In addition to the catalytic subunit, SET1/COMPASS complexes contain the core components ASH2, RbBP5, WDR5 and DPY30, and the unique subunits CFP1/CXXC and WDR82 (3,22,33,67–69). Using strains containing two previously described transgenes, CFP-1::GFP and HA::WDR-5.1 (38,70) (Supplementary Figure S2), we found that CFP-1::GFP coprecipitated HA::WDR-5.1, and that HA::WDR-5.1 coprecipitated CFP-1::GFP (Figure 1A, Supplementary Figure S3A). In addition, probing individual precipitates with anti-ASH-2 and anti-DPY-30 antibodies revealed the presence of both proteins (Figure 1). Because single or low copy tagged SET-2 protein could not be detected, we were unable to confirm its presence in the IP experiments.

**Figure 1.**
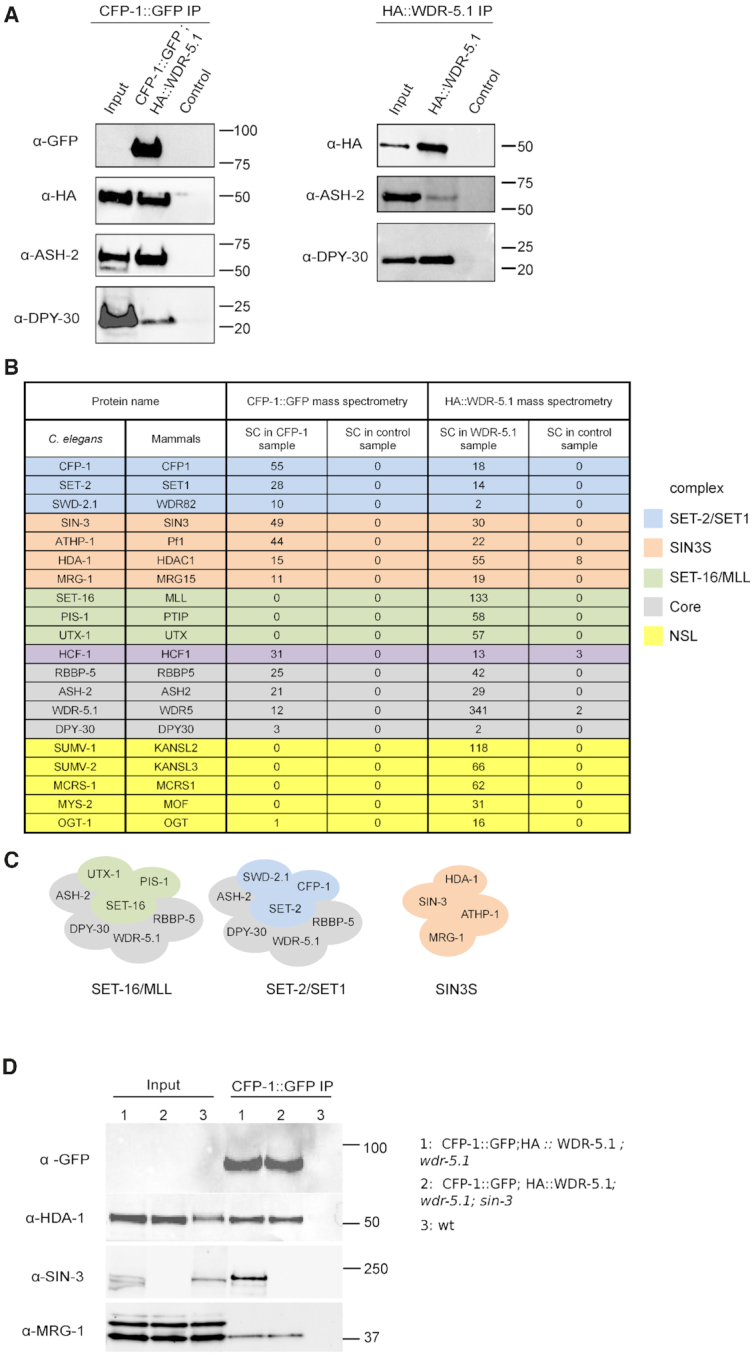
The conserved SIN3 complex copurifies with CFP-1 and WDR-5.1. (**A**) Co-IP of CFP-1, WDR-5.1, ASH-2 and DPY-30. Western blot analysis of CFP-1::GFP (left panel) and HA::WDR-5.1 (right panel) purified complexes from embryos. For CFP-1::GFP, immunoprecipitations were performed on 4 mg total protein extract, and loadings were 1/200 of total protein extract for input and 1/2 of total elution volume. For HA::WDR-5.1, samples used for mass spectrometry analysis were loaded as follows: 1/8000 of total protein extract for input and 1/250 of elution for α-ASH-2; 1/60 000 of total protein extract for input and 1/200 of elution for α-DPY-30. Control samples were prepared from a wild-type strain without either transgene. (**B**) List of selected proteins identified by mass spectrometry of CFP-1::GFP or HA::WDR-5.1 immunoprecipitations, and their mammalian homologue. Subunits specific to the SET-2/SET1, SET-16/MLL, SIN3S and NSL complexes are highlighted in blue, green, orange and yellow, respectively. SET1/MLL core complex subunits are highlighted in grey. HCF-1 copurifies with both SET-2/SET1 and SET-16/MLL complexes. SC; Spectral Counts. (**C**) Cartoon representation of SET-2/SET1, SET-16/MLL and SIN3S complexes; subunits are highlighted as in (B). (**D**) Co-IP of CFP-1, HDA-1, SIN-3 and MRG-1. CFP-1::GFP immunoprecipitations were carried out on 5 mg total protein and analyzed by western blot using anti-HDA-1, SIN-3 and MRG-1 antibodies. Loadings were 1/5000 of total protein extract for input and 1/5 of total elution volume for anti-GFP and anti-HDA-1, 1/1000 of total protein extract for input and 1/5 of total elution volume for anti-SIN-3 and anti-MRG-1.

The above experiments show that in embryos, CFP-1::GFP and HA::WDR-5.1 tagged proteins associated with each other *in vivo* and co-immunoprecipitate native ASH-2 and DPY-30, consistent with their incorporation into a SET1-related complex. To define SET1/MLL complexes and identify additional associated proteins, we undertook mass spectrometry-based proteomic characterization of CFP-1::GFP and HA::WDR-5.1 immunoprecipitates. We reasoned that WDR-5.1, a core component of SET1/MLL and other chromatin complexes, should immunoprecipitate both SET1 and MLL-related complexes (21,71,72), while CFP-1 should specifically immunoprecipitate SET1, but not MLL-related complexes (2,3). Both tagged proteins were detected as unique bands in immunoprecipitates obtained using either anti-GFP or anti-HA antibodies (Supplementary Figure S3B), and as predominant bands by silver-staining (Supplementary Figure S3C). Tandem mass spectrometry (MS/MS) based proteomic analyses of the immunoprecipitates and comparison with eluates from negative controls identified both common and unique binding partners of CFP-1 and WDR-5 (Figure 1B, see Supplementary Table S3 for a full list). We found that CFP-1::GFP and HA::WDR-5.1 immunoprecipitates contained all common subunits of SET1/MLL complexes, including Swd1/RBBP-5, Bre2/ASH-2, and Sdc1/DPY-30. The orthologue of human host cell factor HCF1, a transcriptional regulator associated with COMPASS-like and other chromatin-associated complexes (73) was also identified in both immunoprecipitates. WDR-5.1 additionally coprecipitated specific components of an MLL-related complex including the MLL-like histone methyltransferases SET-16, the histone H3K27 demethylase UTX-1 and PIS-1 (74). Conversely, CFP-1 specifically immunoprecipitated SET-2/SET1 and SWD-2.1/WDR82, but not SET-16/MLL, consistent with it being a unique component of SET1, but not MLL complexes (10,69,75). These results define distinct SET-2/SET1 and SET-16/MLL complexes in *C. elegans* embryos (Figure 1C).

WDR-5.1 immunoprecipitates also contained subunits of the NSL histone acetyltransferase (HAT) complex, consistent with findings in other organisms (44,76–79). We identified the MOF homologue MYS-2, OGT-1, MCRS-1 and the NSL2 and NSL3 homologues SUMV-1 and SUMV-2, respectively. Homologues of two other NSL components found in other organisms, MBD-R2/PHF20 and NSL1/KANSL1, are not found in the *C. elegans* genome (80). Therefore, as in other species, *C. elegans* WDR-5.1 is found in the NSL complex as well as COMPASS/MLL complexes.

### *C. elegans* homologs of the Sin3S complex copurify with CFP-1 and WDR-5.1

Four additional proteins, SIN-3, HDA-1, MRG-1 and ATHP-1, were reproducibly identified as top hits in both HA::WDR-5.1 and CFP-1::GFP immunoprecipitates (Figure 1B and Supplementary Table S3). These are homologs of subunits of the Rpd3/Sin3 small complex in yeast (Rpd3/Sin3S) and SHMP in mammalian cells (Figure 1B, see below) (81,82). In yeast and other organisms a second type of Rpd3/Sin3 complex is found (Rpd3L in yeast) defined by the presence of SAP30, SDS3, and other subunits (83–87). *C. elegans* does not harbor a SAP30 subunit, but has a single counterpart of SDS3, SUDS-3, which was absent from our proteomics analysis with CFP-1 and WDR-5. We will therefore refer to the complex of SIN-3, HDA-1, MRG-1 and ATHP-1 as the *C. elegans* SIN3S complex (Figure 1C).

Functions ascribed to Rpd3/Sin3 complexes are varied and appear to be context dependent. Although typically referred to as corepressor complexes due to the presence of a histone deacetylase subunit, Rpd3/Sin3 complexes have been associated with both activation and repression of gene expression. In addition, the yeast Rpd3/Sin3S complex has been shown to repress cryptic transcription initiation in transcribed regions and to suppress antisense transcription initiation at promoters (81,88).

Sin3 proteins, which lack known DNA-binding motifs or enzymatic activity, are characterized by the presence of four paired amphipathic helices (PAH) with structural similarity to Myc family transcription factors (89), and a conserved HDAC-interacting domain (HID) (90). While mammals contain two Sin3 proteins (Sin3A and Sin3B) that share both overlapping and distinct functions (91–94), SIN-3 is the only *C. elegans* homologue. It contains a HID domain, and a single PAH most closely related to the highly conserved PAH1 in mammals (95) (Supplementary Figure S3D). *C. elegans* HDA-1 is one of three class I histone deacetylases (HDACs) in *C. elegans* and a component of several other chromatin complexes, as in other species (96,97). MRG-1, the *C. elegans* counterpart of the chromo-domain (CD) protein Eaf3/MRG15, is also found in additional chromatin complexes (98–103), and ATHP-1 (AT Hook plus PHD finger transcription factor), a counterpart of Rco1/Pf1, contains two AT Hooks and a Forkhead-associated (FHA) domain that are not found in either Rco1 or Pf1 (Supplementary Figure S3D).

Western blot analysis on CFP-1::GFP immunoprecipitates using antibodies against endogenous MRG-1, HDA-1, and SIN-3 proteins confirmed the interactions between CFP-1 and SIN3 complex components detected by mass-spectrometry (Figure 1D and Supplementary Figure S3E). Interaction between CFP-1 and SIN-3 was also observed in young adults, showing that is not specific to embryos (Supplementary Figure S3F). We also confirmed that HDA-1 co-precipitates with WDR-5.1 (Supplementary Figure S3G). We further found that interaction of HDA-1 and MRG-1 with CFP-1 is not dependent on endogenous SIN-3, as both proteins are found in CFP-1 immunoprecipitates obtained from *sin-3* mutant extracts (Figure 1D). We conclude that CFP-1 physically interacts with a Sin3S complex, but may also interact with HDA-1 and MRG-1 in other contexts.

### Subunits of the SET-2/SET1 and SIN3S complex physically interact

We used a yeast two-hybrid assay to assess potential physical interactions between components of the SIN3S and SET-2/SET1 complexes (49). A full-length cDNA of each SET-2/SET1 and SIN3S complex subunit was cloned into vectors to express DNA-binding (DB) and activation domain (AD) fusions. Western blot analysis confirmed expression of all cDNAs with the exception of *set-2* (Supplementary Figure S4A). Testing pairwise interactions of BD and AD fusions by cross-mating, we detected interaction between DPY-30 and ASH-2, and DPY-30 homodimerization within the SET-2/SET1 complex, consistent with studies in other systems (20,45) (Figure 2A). In addition, we detected CFP-1 homodimerisation (Figure 2A). Within the SIN3S complex, we observed an interaction between MRG-1 and ATHP-1, and MRG-1 homodimerization (Figure 2A). Importantly, we found that CFP-1 interacted with the SIN3S complex components ATHP-1 and SIN-3.

**Figure 2.**
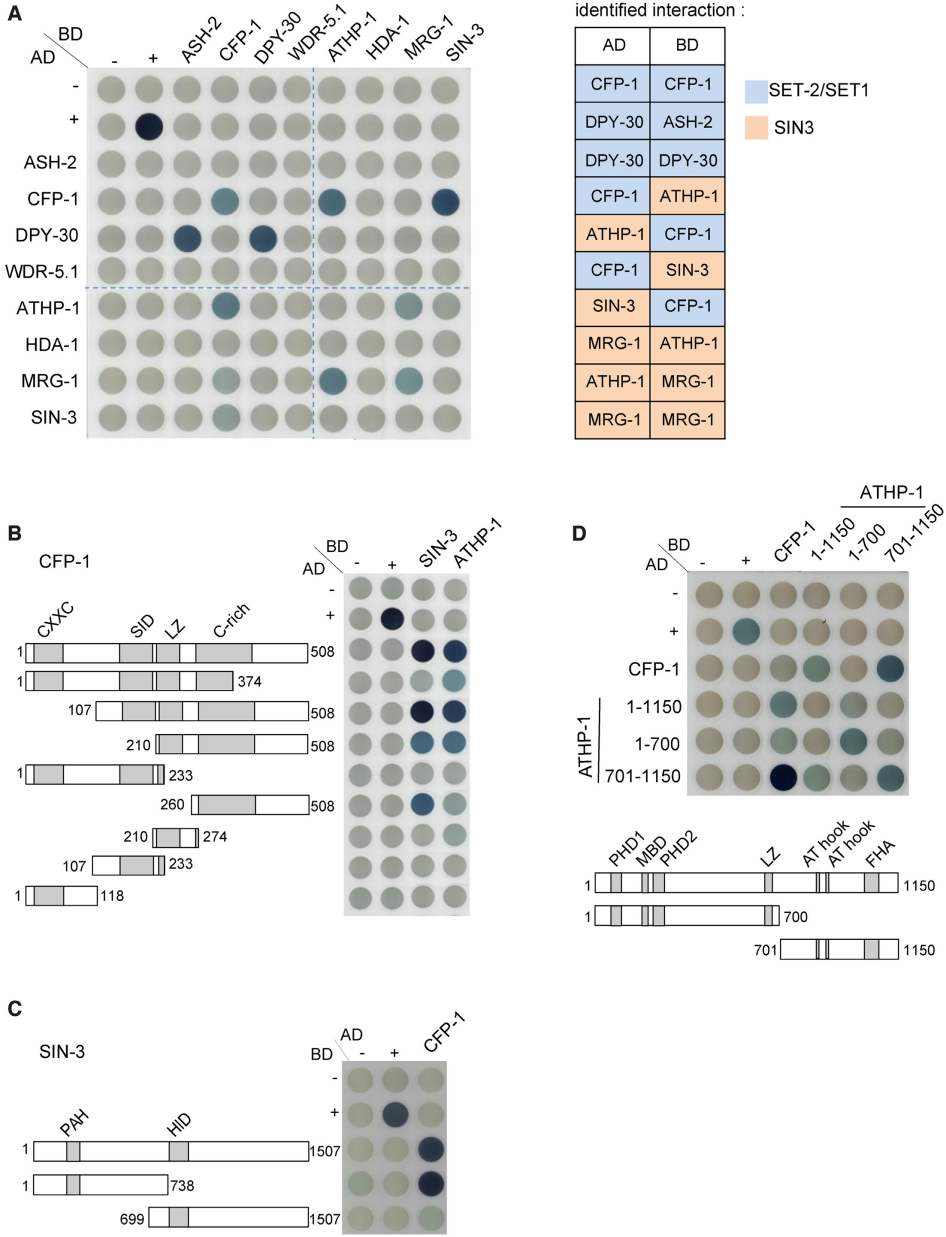
Interaction mapping between subunits of the SET-2/SET1 and SIN3S complexes by Y2H. (**A**) An interaction matrix was obtained by cross-mating of yeast haploid strains expressing different subunits as AD or BD fusion proteins. Positive control (+) is barnase/barstar interaction (133). Matings that lead to visually detectable staining in two independent experiments are reported in the tabular form on the right. Failure to detect the DB DPY-30/AD ASH-2 interaction is most likely due to DPY-30 homodimerization in the context of the DB domain fusion interfering with ASH-2 binding. (**B**) Interaction matrix of full length and truncated CFP-1 tested against full length SIN-3 and ATHP-1. CFP-1 truncations were constructed as BD and AD fusions, as indicated. (C, D) Interaction matrix of full length CFP-1 tested against N- and C-terminal fragments of SIN-3 (**C**) and ATHP-1 (**D**).

### The C-terminal domain of CFP-1 is necessary and sufficient for interaction with SIN-3

Mammalian CFP1 contains an N-terminal PHD domain that recognizes methylated H3K4, a Zn finger CXXC domain that binds to unmethylated CpG dinucleotides, a Set1 interaction domain (SID), a coiled-coiled leucine zipper (LZ) domain, and a cysteine-rich C-terminal domain (1,4,104–106) (Supplementary Figures S3D and S5). *C. elegans* CFP-1 contains all of these except for the PHD domain. To identify the domains that mediate interaction of CFP-1 with SIN-3 and ATHP-1, we expressed different regions of CFP-1 and tested their ability to interact with full length SIN-3 and ATHP-1 by Y2H as described above. Western blot analysis confirmed the expression of all CFP-1 constructs with the exception of DB 1–374 (Supplementary Figure S4B). We found that neither the N-terminal CXXC domain, nor the SID domain, were required for interaction with either SIN-3 or ATHP-1 (Figure 2B). The cysteine-rich C-terminal domain fragment interacted with SIN-3, and a larger fragment additionally containing the LZ domain was sufficient for interaction with ATHP-1. These results indicate that CFP-1 binds to SIN-3 through a region containing the cysteine-rich domain, and that interaction with ATHP-1 requires both this region and the LZ domain.

Using Y2H, we further showed that CFP-1 interacts with SIN-3 through its N-terminal region that contains the conserved PAH domain (Figure 2C), and with ATHP-1 through its C-terminal region (Figure 2D). Pull-down assays confirmed a direct interaction between the N-terminal fragment of SIN-3 and CFP-1 (Supplementary Figure S3H). Altogether, these results support the finding that CFP-1 physically interacts with the SIN3S complex.

### Phenotypic similarity of SIN3S and SET-2/SET1 complex mutants

The physical interactions between CFP-1 and SIN3S complex components suggest that they may function in shared processes. To investigate this, we compared phenotypes of *set-2*, *cfp-1*, *sin-3* and *athp-1* mutants alone or in double mutant combinations, using null or strong loss of function alleles for all four genes (34,41,107). Similar to *set-2* mutants, we observed that *cfp-1, sin-3* and *athp-1* mutants also have reduced brood size at 20°C (32,34,41). *cfp-1* mutants showed extreme variability, with some animals showing a near-wild-type brood size, and others being completely sterile (Figure 3A). The brood size of *set-2; cfp-1* and *athp-1; cfp-1* double mutants is not reduced further compared to *cfp-1* single mutants, suggesting that SET-2 and ATHP-1 do not have CFP-1 independent fertility functions. However, *sin-3* fertility functions are independent or partially redundant with *set-2* and *cfp-1*, as brood size of *set-2; sin-3* is lower than that of the single mutants, and *cfp-1; sin-3* double mutants showed a fully penetrant sterility that precluded scoring additional phenotypes (Figure 3A and data not shown). All single and double mutants also have a low level of embryonic lethality (Figure 3B).

**Figure 3.**
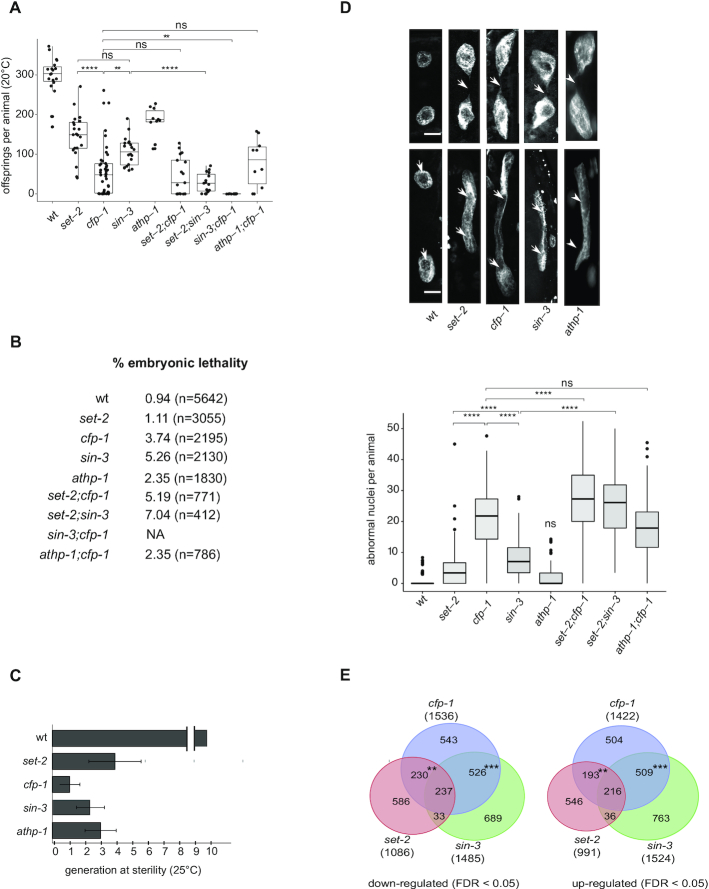
Loss of function of SET1/COMPASS and SIN3S complex components results in similar phenotypes and affects steady state gene expression. (**A**) Total number of progeny of single and double mutant animals of the given genotype. Multiple comparison was done using Wilcoxon (with Bonferroni correction) post hoc method following a significant Kruskal Wallis test; asterisks indicate a significant difference: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. (**B**) Embryonic lethality of single and double mutant strains; n = total number of embryos scored. (**C**) Fertility assays of *set-2, cfp-1, sin-3* and *athp-1* mutants grown at 25°C. Scoring was based on three to four biological replicates, with 6 independent lines each. Wildtype animals can be maintained for more that 40 generations without loss of fertility. (**D**) Confocal images of DAPI-stained intestinal nuclei from young adults. Examples of nuclear division abnormalities giving rise to thin chromatin bridges (arrows, top panel), or thick chromatin dense regions connecting two nuclei (arrowheads, bottom panel). Box plots show the total number of segregation defects (thin and thick chromatin bridges) per animal in single and double mutants of the given genotype (*n* = 150 worms for each strain). Multiple comparison was done using Wilcoxon (with Bonferroni correction) post hoc method following a significant Kruskal Wallis test as in (A). (**E**) Venn diagram showing the overlap between *cfp-1*, *set-2* and *sin-3* downregulated and upregulated genes. *P*-value for overlap between commonly misregulated genes in pairwise comparisons was calculated using Fisher's exact test in R: **P-value < 10^−10^ and ***P-value < 10^−100^.

*set-2* mutants show transgenerational sterility at the stressful temperature of 25°C (32,38,41), and we found that *cfp-1, sin-3* and *athp-1* mutants also show this phenotype at 25°C. As expected, *set-2* mutants became sterile at generation F3–F4 (Figure 3C). We observed that *sin-3* and *athp-1* mutants become sterile at the F2–F3 generation, whereas the progeny of *cfp-1* mutants that were shifted to 25°C at the L4 stage were sterile (F1 generation).

We also observed that *cfp-1*, *set-2*, *sin-3* mutants have chromosome segregation defects in intestinal cells that become binucleate in the L1 stage (108). A similar trend was observed in *athp-1* mutants. Intestinal nuclei in adult animals were frequently connected by either thin or thick chromatin bridges in single mutants, and often completely failed to separate in *cfp-1* single, and *set-2;cfp-1*, *set-2;sin-3* and *athp-1;cfp-1* double mutants (Figure 3D). In summary, the similar phenotypes and genetic interactions suggest that SET-2/SET1 and SIN3 complexes are, at least in part, functionally linked in the germline and soma.

### Similar steady-state gene expression changes in *set-2, cfp-1* and *sin-3* mutants

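RNA-seq libraries were analysed from early embryos, collected by dissolving young adults in hypochlorite, of the wild-type strain and of strains mutant for *cfp-1*, *set-2* or *sin-3*. Wild-type, *cfp-1* and *set-2* embryos had 3 libraries each and *sin-3* embryos had 2, each from an independent biological replicate. The authors mapped the reads with RNA-STAR, removed those with a low mapping score and counted reads per gene with htseq-count; the deposited counts are whole numbers without normalization. Wild-type libraries held 26359923, 30845111 and 28788111 counts and *cfp-1* libraries 29169245, 23909575 and 26386239 counts. For *set-2* the totals were 29780794, 25911256 and 35258557 counts, and for *sin-3* they were 21596949 and 31792087 counts. From these counts, library sizes were normalized by edgeR's TMM method and each strain was given 1 mean in a single model of the 11 libraries. Each mutant was compared with wild-type by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and a gene was called at an adjusted p under 0.05. In the 10 pairs of libraries of one strain, the chi-square statistic per gene was between 9.47 and 98.7, above the value of 1 that sampling noise alone gives, so no library was a copy of another of its strain.

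The transcript of each mutated gene was lower in its own mutant. The normalized count of *cfp-1* was 4121 ± 119.6 (SD, n = 3) in wild-type and 1396 ± 178 (SD, n = 3) in *cfp-1* embryos, a log2 fold change of -1.56 (standard error 0.13, adjusted p = 2.88e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, this log2 fold change stayed between -1.63 and -1.46. *set-2* (WBGene00004782, chromosome III from 4922427 to 4930204, reverse strand) had a normalized count of 9112 ± 1022 (SD, n = 3) in wild-type and 3147 ± 1176 (SD, n = 3) in *set-2* embryos. Its log2 fold change was -1.53 (standard error 0.20, adjusted p = 0.000901 from the same quasi-likelihood test), and the alternative that moved it most, leaving out *set-2* replicate 2, gave -1.88. *sin-3* (WBGene00004117, chromosome I from 8416816 to 8425051, forward strand) had a normalized count of 9396 ± 1150.1 (SD, n = 3) in wild-type and 4178 ± 381 (SD, n = 2) in *sin-3* embryos, a log2 fold change of -1.17 (standard error 0.16, adjusted p = 0.000721 from the same quasi-likelihood test). The *cfp-1* transcript was also higher in *sin-3* than in wild-type embryos, with a log2 fold change of 0.54 (standard error 0.14, adjusted p = 0.0161 from the same quasi-likelihood test). In a principal component analysis of log2 CPM (counts scaled to library size), the first component separated *set-2* from *sin-3* libraries and the second separated wild-type from mutant libraries.

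**Figure D1:**
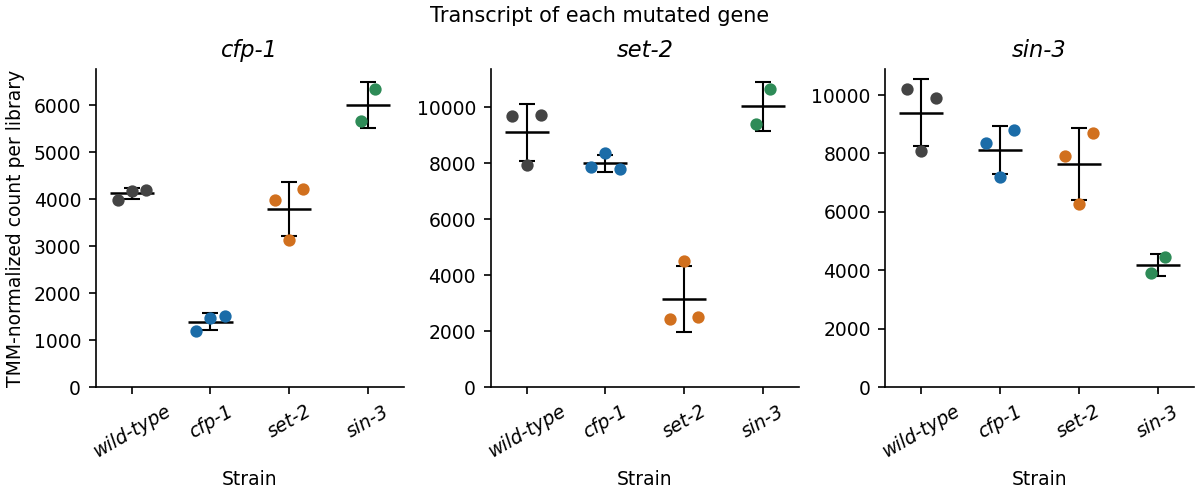
TMM-normalized counts of *cfp-1*, *set-2* and *sin-3* (vertical axes) in each library by strain (horizontal axes), with a point for each library, a bar for the mean and whiskers for the SD. Every library of a mutant lies below every wild-type library for the gene mutated in it.

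**Figure D2:**
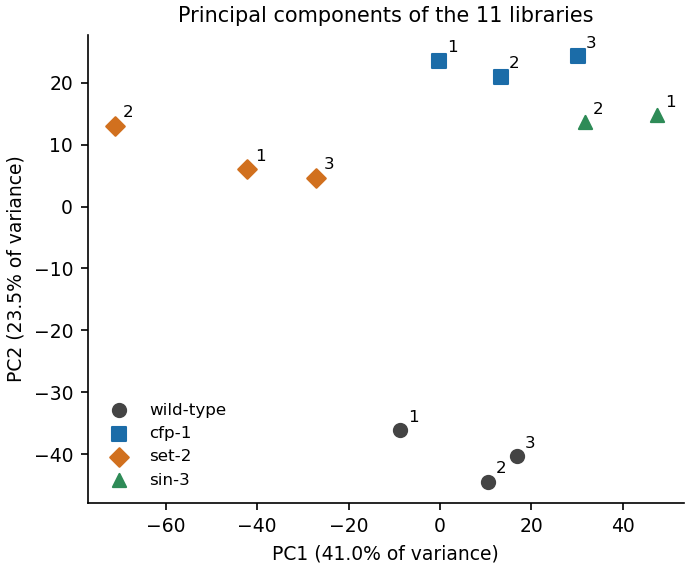
Scores of the 11 libraries on the first (41.0% of variance) and second (23.5%) principal component of log2 CPM, with points numbered by replicate. Wild-type libraries lie between -44.4 and -36.1 on the second component and mutant libraries between 4.64 and 24.3, while *set-2* libraries lie between -71.2 and -27.2 and *sin-3* libraries between 31.6 and 47.4 on the first.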

To ask whether SET-2/SET1 and SIN3 complexes have common roles in gene expression, we next performed RNA-sequencing (RNA-seq) on staged *cfp-1*, *set-2* and *sin-3* mutant embryos. Using DESeq2 (FDR < 0.05), we derived lists of differentially expressed genes in each mutant background, finding a similar number that were up- or down-regulated (Supplementary Table S4, Supplementary Figure S6). 

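By the quasi-likelihood test, 1462 genes were higher and 1315 lower in *cfp-1* than in wild-type embryos, 855 were higher and 813 lower in *set-2*, and 1456 were higher and 1450 lower in *sin-3*. These made up 24.0%, 14.4% and 25.2% of the genes tested. Simulated groups without any change, drawn with the observed spread and compared with the same controls, gave means between 0 and 0.2 calls in each direction, and between 274 and 287 genes at an unadjusted p under 0.05, against 1810 to 2269 genes in the mutants. The median log2 fold change of the higher genes was 0.95 in *cfp-1*, 1.47 in *set-2* and 0.76 in *sin-3*, and that of the lower genes was -0.59, -0.60 and -0.75. With genes near the detection limit set to the smallest change their counts allow, the median of the higher genes in *set-2* was 1.46, and the other medians did not move. Among all genes tested, 40.3% in *cfp-1* and 35.2% in *set-2* had no overlap between the 3 mutant and the 3 wild-type libraries, where chance gives 10%, and 60.8% in *sin-3*, where chance gives 20%. Of the alternatives set in advance, an adjusted p under 0.01 moved these numbers most, to 672 higher and 556 lower genes in *cfp-1*, 275 and 262 in *set-2*, and 642 and 582 in *sin-3*. Upper-quartile normalization changed the balance in *set-2*, where 73.2% of calls were then higher instead of 51.3%, and moved the median of all genes from -0.021 to 0.10. Without *set-2* replicate 2, only 39.3% of the calls in *set-2* were higher. Leaving out wild-type replicate 3 left 337 higher and 323 lower genes in *set-2*, and leaving out *cfp-1* replicate 3 left 845 higher and 677 lower genes in *cfp-1*. In *sin-3*, 970 genes were higher without wild-type replicate 1 and 889 lower without wild-type replicate 2. A covariate for embryo age, chosen after the data were seen, left 2 higher and 3 lower genes in *sin-3*, where it raised the median standard error 2.00 times. It left 407 and 332 genes in *cfp-1* and 711 and 803 in *set-2*.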

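The same 212 genes were called higher, and the same 188 lower, in *cfp-1*, *set-2* and *sin-3* embryos. The 3 comparisons use the same wild-type libraries. The number expected without any link between the mutants was therefore simulated by shuffling each mutant's changes over genes of similar expression. Only the changes of called genes were kept, and the other genes were given no change. Such data gave a mean of 11.9 higher genes (8 to 15 in 20 simulations) and 7.65 lower genes (4 to 14). They also held fewer calls per mutant than observed, in *cfp-1* a mean of 1115 higher and 868 lower against 1462 and 1315. These expected numbers are therefore lower than for lists of the observed length. Groups without any change gave 0 shared genes, and a mean of 24.4 higher and 15.7 lower genes shared at an unadjusted p under 0.05, where the mutants shared 435 and 396. Without wild-type replicate 3, the mutants shared 121 higher and 102 lower genes. Of the genes higher in all 3 mutants, *srw-35* (WBGene00005782, chromosome V from 16472513 to 16473470), *unc-1* (WBGene00006741, chromosome X from 1057487 to 1062453) and F40G12.9 (WBGene00009604, chromosome V from 14282659 to 14282997) had the largest fitted change in the mutant where they changed least. All had 3 counts or fewer in every wild-type library, so their change is given as a lower bound. It compares the mean of the mutant libraries with 3 counts and leaves out the spread between those libraries. *unc-1* had 2 counts in *sin-3* replicate 1 and *srw-35* had 3 in *cfp-1* replicate 2, so these single libraries did not exceed 3 counts. F40G12.9 was at least 8.57-fold higher in *cfp-1*, 5.86-fold in *set-2* and 6.06-fold in *sin-3* embryos, *unc-1* at least 3.20-fold, 11.7-fold and 2.76-fold, and *srw-35* at least 4.19-fold, 5.11-fold and 4.69-fold. By these bounds F44F4.10, which also had 3 counts or fewer in every wild-type library and was at least 9.75-fold, 5.52-fold and 16.6-fold higher, exceeded *srw-35* and *unc-1*, so the order of the fitted changes is not settled. The call of *unc-1* in *cfp-1* and in *sin-3* was lost without any 1 of the 3 wild-type libraries, and in *cfp-1* also without *cfp-1* replicate 2. In *sin-3* the log2 fold change of *unc-1* fell from 3.51 to 1.84 without *sin-3* replicate 2. With each of the 11 libraries left out in turn, *srw-35* had a value in only 7 refits. Of the genes lower in all 3, *nspd-7* (WBGene00012781, chromosome IV from 10268975 to 10269187), *gsp-3* (WBGene00021113, chromosome I from 4709259 to 4710712) and *msrp-2* (WBGene00022751, chromosome I from 6087430 to 6087729) had the largest fitted changes by the same measure. The normalized count of *msrp-2* was 136 ± 54.2 (SD, n = 3) in wild-type, 13.2 ± 3.28 (SD, n = 3) in *cfp-1*, 5.04 ± 2.97 (SD, n = 3) in *set-2* and 5.31 ± 2.18 (SD, n = 2) in *sin-3* embryos. *nspd-7* and *gsp-3* belong to families of similar genes, between which the counting could have split reads. Their normalized counts were 51.2 ± 16.7 and 49.2 ± 19.6 (SD, n = 3) in wild-type and between 0.47 and 3.26 on average in the mutants. The 12 *gsp-3*, *gsp-4* and *nspd* genes, grouped after their values were seen, together held at least 3.98 CPM in each wild-type library. No mutant library held more than 1.41 CPM, which argues against reads split within this group. The 31 *msp* genes of sperm held at least 1.75 CPM in wild-type and at most 1.44 in the mutants. *nspd-7*, *gsp-3* and *msrp-2* were all lowest in wild-type replicate 1. RNA from sperm in the wild-type collections therefore stays open as a cause.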

Consistent with the phenotypic similarities, we observed that gene expression changes detected in all three mutants show significant overlap (Figure 3E). Additionally, pairwise comparisons revealed gene expression changes shared only by *cfp-1* and *sin-3* mutants or only by *cfp-1* and *set-2* mutants, whereas *set-2* and *sin-3* do not show a specific association (Figure 3E). These shared patterns suggest that CFP-1 can act independently with COMPASS and SIN3S (Figure 3E).

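Outside the genes common to all 3 mutants, *cfp-1* and *sin-3* shared 496 higher and 490 lower genes, and *cfp-1* and *set-2* shared 194 higher and 166 lower genes, while *set-2* and *sin-3* shared 29 higher and 32 lower genes. Each overlap was tested among the genes not called in the third mutant by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over the 6 tests. For *cfp-1* and *sin-3* the odds ratio was 11.0 (adjusted p = 5.90e-218) for higher genes and 12.7 (adjusted p = 1.68e-233) for lower genes. For *cfp-1* and *set-2* it was 7.35 (adjusted p = 6.16e-76) and 7.45 (adjusted p = 2.45e-67). Between *set-2* and *sin-3*, where 33.3 higher and 34.6 lower genes would be shared by chance, the odds ratios were 0.856 (adjusted p = 0.622) and 0.915 (adjusted p = 0.717). These tests take genes as independent, which genes regulated together are not. They also do not account for embryo age. A score of it, embryonic transcription factor minus oocyte genes on the log2 scale, averaged -2.88 in *cfp-1*, -3.33 in *sin-3* and -2.01 in wild-type. Younger *cfp-1* and *sin-3* embryos could give part of their overlap. With this score as a covariate, *cfp-1* and *sin-3* alone shared 270 higher and 185 lower genes at an unadjusted quasi-likelihood p under 0.05. Without the covariate these were 753 and 777, but it also raised the standard errors. The simulation with the changes shuffled over genes gave fewer calls per mutant than observed. Its means were 107 higher and 93.3 lower genes for *cfp-1* and *sin-3*, and 87.7 and 49.5 for *cfp-1* and *set-2*. For *set-2* and *sin-3* they were 63.2 (54 to 76) and 49.9 (32 to 70). The overlap of *set-2* and *sin-3* depended on setting *cfp-1* aside, since with the genes common to all 3 mutants included it held 241 higher genes where 108 would be shared by chance. Of the alternatives set in advance, upper-quartile normalization raised the higher genes shared only by *cfp-1* and *set-2* most, to 311. Without wild-type replicate 3 this pair shared 97 higher and 61 lower genes, and without *set-2* replicate 2 it shared 288 lower genes. Without *cfp-1* replicate 3, *cfp-1* and *sin-3* shared 287 and 255 genes, and without *set-2* replicate 1, *set-2* and *sin-3* shared 11 and 12. This last pair shared 60 higher genes without *cfp-1* replicate 1 and 66 lower genes without *cfp-1* replicate 3, where 49.7 and 37.6 would be shared by chance. Over 9 refits with 1 library left out, its odds ratio lay between 0.452 and 1.83 for higher genes and between 0.584 and 3.29 for lower genes. At an adjusted p under 0.05, it was below 1 in 1 refit for higher genes, and above 1 in 4 refits and below 1 in 2 for lower genes (Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 18 tests), so whether *set-2* and *sin-3* share genes beyond chance outside *cfp-1* is not settled. Genes called in both mutants of a pair moved in the same direction for 97.5% of the 1421 genes of *cfp-1* and *sin-3*, 96.8% of the 785 genes of *cfp-1* and *set-2*, and 80.6% of the 572 genes of *set-2* and *sin-3*. The shared wild-type libraries alone favour the same direction. No value without any change was computed for these shares, so they do not measure a link between the mutants.

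**Figure D3:**
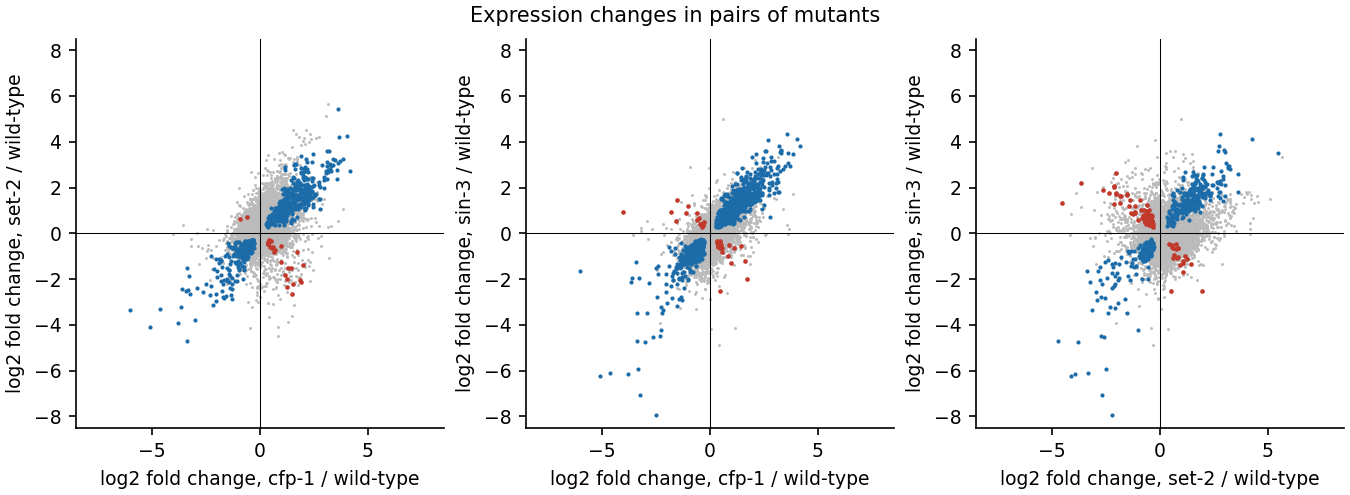
Log2 fold changes against wild-type of the genes tested in each pair of mutants, one on each axis, with a point per gene. Genes called in both mutants are blue where they moved in the same direction and red where they moved in opposite directions, 25 for *cfp-1* and *set-2*, 35 for *cfp-1* and *sin-3* and 111 for *set-2* and *sin-3*; the rest are grey, and all comparisons share the wild-type libraries.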

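The mutants were also compared directly, so that wild-type means did not enter the fold changes. These contrasts came from the same model of 11 libraries, so the wild-type libraries still entered the estimate of the spread. The quasi-likelihood test called 1338 genes between *cfp-1* and *sin-3* embryos, 2550 between *cfp-1* and *set-2* and 4694 between *set-2* and *sin-3*. Between *cfp-1* and *sin-3* the number was 733 without *cfp-1* replicate 1 and 2013 without *set-2* replicate 2. Between *cfp-1* and *set-2* it was 869 without *cfp-1* replicate 3 and 1272 with only the 2 compared strains in the model. The difference between *cfp-1* and *sin-3* had a Spearman correlation of -0.339 with exon length across genes, so a bias of gene length stays open there. Across genes, which are not independent replicates, the log2 fold changes against wild-type had a Pearson correlation of 0.692 (Spearman 0.625) for *cfp-1* and *sin-3*, 0.517 (Spearman 0.418) for *cfp-1* and *set-2* and 0.238 (Spearman 0.0510) for *set-2* and *sin-3*. The shared wild-type libraries alone give correlations above 0, with means of 0.444, 0.502 and 0.444 in simulated groups without any change. With the changes of called genes shuffled over genes, and no change for the others, the means were 0.115, 0.142 and 0.108. With a different wild-type library as the control of each mutant, the 6 possible choices gave a mean correlation of 0.502 for *cfp-1* and *sin-3* (0.421 to 0.634), 0.366 for *cfp-1* and *set-2* (0.157 to 0.527) and 0.118 for *set-2* and *sin-3* (-0.074 to 0.310). This choice of controls was the alternative that lowered the correlation of *cfp-1* and *set-2* most. The paper reports genes shared by *cfp-1* with only 1 of the others, and no specific association of *set-2* and *sin-3* (Figure 3E). From these patterns it proposes that CFP-1 can act separately with each of the 2 complexes. A difference in embryo age from wild-type that *cfp-1* and *sin-3* collections share was not told apart from such a link.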

Gene ontology (GO) term analysis showed enrichment for biological pathways related to translation, reproduction and development in all three mutant contexts (Supplementary Table 5). 

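Lists of genes for translation, development and related processes, fixed by gene name before any count was read, were tested as groups with limma's camera test, using a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over 10 lists and 3 mutants. The 80 cytoplasmic ribosomal protein genes had a median log2 fold change of -0.38 in *cfp-1* (camera adjusted p = 8.38e-16), -0.52 in *set-2* (camera adjusted p = 1.26e-27) and -0.69 in *sin-3* (camera adjusted p = 9.06e-28), lower in every library of each mutant. Of these genes 55, 66 and 77 were called lower, and adjusted over the list alone 64, 73 and 78 were called in either direction. The 75 genes for translation factors and tRNA synthetases did not pass the test, with medians of 0.023, -0.072 and -0.12 (camera adjusted p from 0.166 to 0.946). Without wild-type replicate 1 they passed as lower in *set-2* (-0.11, camera adjusted p = 0.0284; 0.0284 to 0.873 over all alternatives) and in *sin-3* (-0.14, camera adjusted p = 0.0173; 0.0173 to 0.794 over all alternatives). The 69 mitochondrial ribosomal protein genes had medians of -0.028 in *cfp-1* (camera adjusted p = 0.766), 0.0035 in *set-2* (camera adjusted p = 0.661) and -0.38 in *sin-3* (camera adjusted p = 2.23e-07), and in *set-2* they passed as higher without *set-2* replicate 2 (0.097, camera adjusted p = 0.0356; 0.0356 to 0.987 over all alternatives). The 37 embryonic transcription factor genes had medians of -0.40 in *cfp-1* (camera adjusted p = 3.97e-05), -0.048 in *set-2* (camera adjusted p = 0.729) and -0.58 in *sin-3* (camera adjusted p = 1.37e-06). In a direct comparison the factors were lower in *cfp-1* than in *set-2* by a median of -0.30 (camera adjusted p = 5.74e-05, fry adjusted p = 0.0480, and 0.530 with the estimated correlation). The 63 collagen and muscle genes, expressed in differentiated tissue, had medians of 0.23 in *cfp-1* (camera adjusted p = 0.100), 0.48 in *set-2* (camera adjusted p = 0.00676) and -0.20 in *sin-3* (camera adjusted p = 0.766). Without *set-2* replicate 2 the median in *set-2* was 0.22 and did not pass (camera adjusted p = 0.125; 0.000500 to 0.555 over all alternatives). In *cfp-1* the list passed as higher without *cfp-1* replicate 3 (0.40, camera adjusted p = 0.00686) and without wild-type replicate 1 (0.54, camera adjusted p = 0.00841; 0.00686 to 0.727 over all alternatives). Of the 11 results past the threshold over all lists, 10 passed with limma's fry test and 0 passed when the correlation between genes was estimated from the data, the alternative that moved them most, although 2 were under 0.05 before adjustment. Of the 16 results past the threshold in direct comparisons of the mutants, 10 passed with fry and 0 with the estimated correlation.

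**Figure D4:**
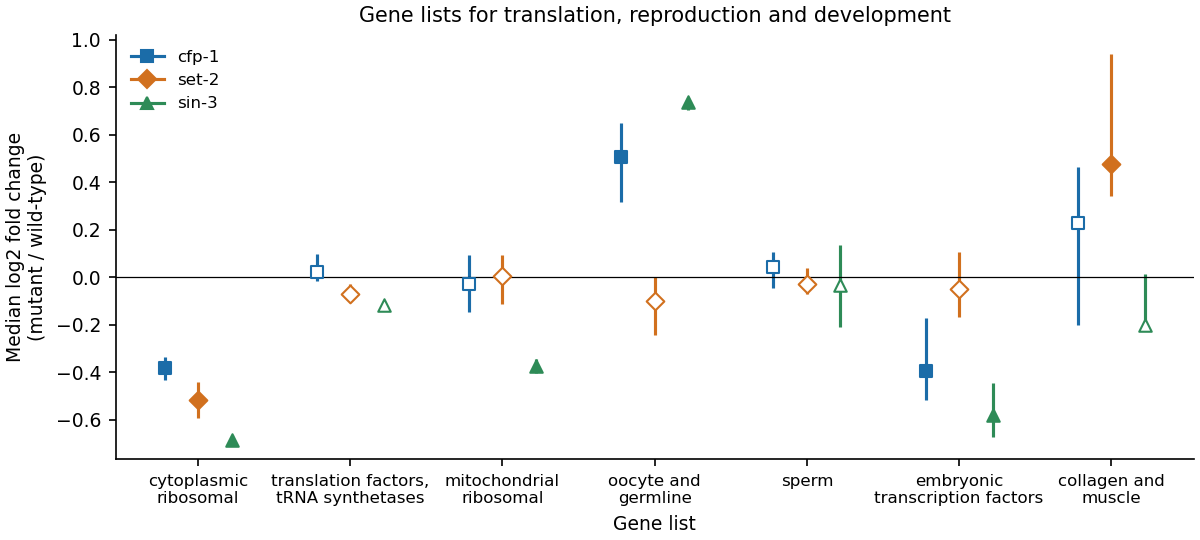
Median log2 fold change against wild-type (vertical axis) of 7 lists of genes (horizontal axis) in each mutant, with a line from the lowest to the highest median among the mutant's libraries. Filled symbols passed the camera test at an adjusted p under 0.05; the ribosomal protein genes were lower in all 3 mutants, from -0.38 to -0.69, and the oocyte and germline genes were higher in *cfp-1* and *sin-3*.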

Downregulation of genes related to reproduction most likely reflects maternally inherited transcripts whose expression is altered in the germline of these mutants (41).

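Transcripts related to reproduction were followed with 2 lists, one of genes expressed in the oocyte and germline and one of genes expressed in sperm. The 57 oocyte and germline genes had a median log2 fold change of 0.51 in *cfp-1* (camera adjusted p = 3.02e-12), -0.10 in *set-2* (camera adjusted p = 0.201) and 0.74 in *sin-3* (camera adjusted p = 2.14e-18), with higher values in all 3 *cfp-1* and both *sin-3* libraries. In *cfp-1* 30 of them were called higher and 0 lower, in *set-2* 3 were higher and 6 lower, and in *sin-3* 46 were higher and 0 lower; adjusted over the list alone, 41, 9 and 47 were called. Between *set-2* and *sin-3* the list differed by -0.83 (camera adjusted p = 2.02e-16) and between *cfp-1* and *set-2* by 0.63 (camera adjusted p = 1.23e-17); both passed with fry (adjusted p = 0.00396 and 0.00472) and neither with the estimated correlation (adjusted p = 0.530 in both). In *set-2* the list passed as lower without *set-2* replicate 3 (-0.16, camera adjusted p = 0.0136) and without wild-type replicate 1 (-0.15, camera adjusted p = 0.0196; 0.0136 to 0.970 over all alternatives). Counts in the early embryo do not tell transcripts inherited from the mother from those made by the embryo. The 19 sperm genes with enough counts had medians of 0.045, -0.027 and -0.032 (camera adjusted p = 0.517, 0.889 and 0.812), with members changed in both directions, 5 called higher and 2 lower in *cfp-1*. Of the 19 genes, 1 was at the detection limit in *cfp-1*, 0 in *set-2* and 2 in *sin-3*. Setting these genes to the smallest change their counts allow did not move the medians. With so few genes reset, this says little on how firm the medians are. The sperm list in *set-2* and *sin-3* changed sign with a filter of at least 10 counts in every library, to 0.025 and 0.10. In *cfp-1* it changed sign without *cfp-1* replicate 1, to -0.0022.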

### CFP-1 and SET-2/SET1 are needed for H3K4me3 at promoters

Previous studies showed that *cfp-1* or *set-2* inactivation results in greatly reduced global levels of H3K4me3 (32,34) (Supplementary Figure S7A). In addition, CFP-1 binding sites were shown to map to H3K4me3 marked promoters (70). To determine the roles of the two proteins on the pattern of H3K4me3 at CFP-1 sites, we compared H3K4me3 ChIP-seq signals in wildtype with those in *cfp-1* and *set-2* null mutant embryos, using a spike-in control for normalization. We observed strong reduction of H3K4me3 at CFP-1 sites in both *cfp-1* and *set-2* mutants (Figure 4A and Supplementary Figure S7B, see Methods). Using hierarchical clustering, we observed two classes of CFP-1 binding sites in wild-type embryos, both of which have reduced H3K4me3 in the two mutants. Sites with a high level of CFP-1 are strongly marked by H3K4me3, whereas sites with lower CFP-1 levels have low H3K4me3 marking (Figure 4A, B). We define the high H3K4me3 level sites as strong COMPASS targets, and the low level CFP-1 sites as weak COMPASS targets. The finding that the genomic distribution of H3K4me3 is similarly reduced in *cfp-1* and *set-2* mutants confirms that CFP-1 is needed for SET-2 activity at promoters.

**Figure 4.**
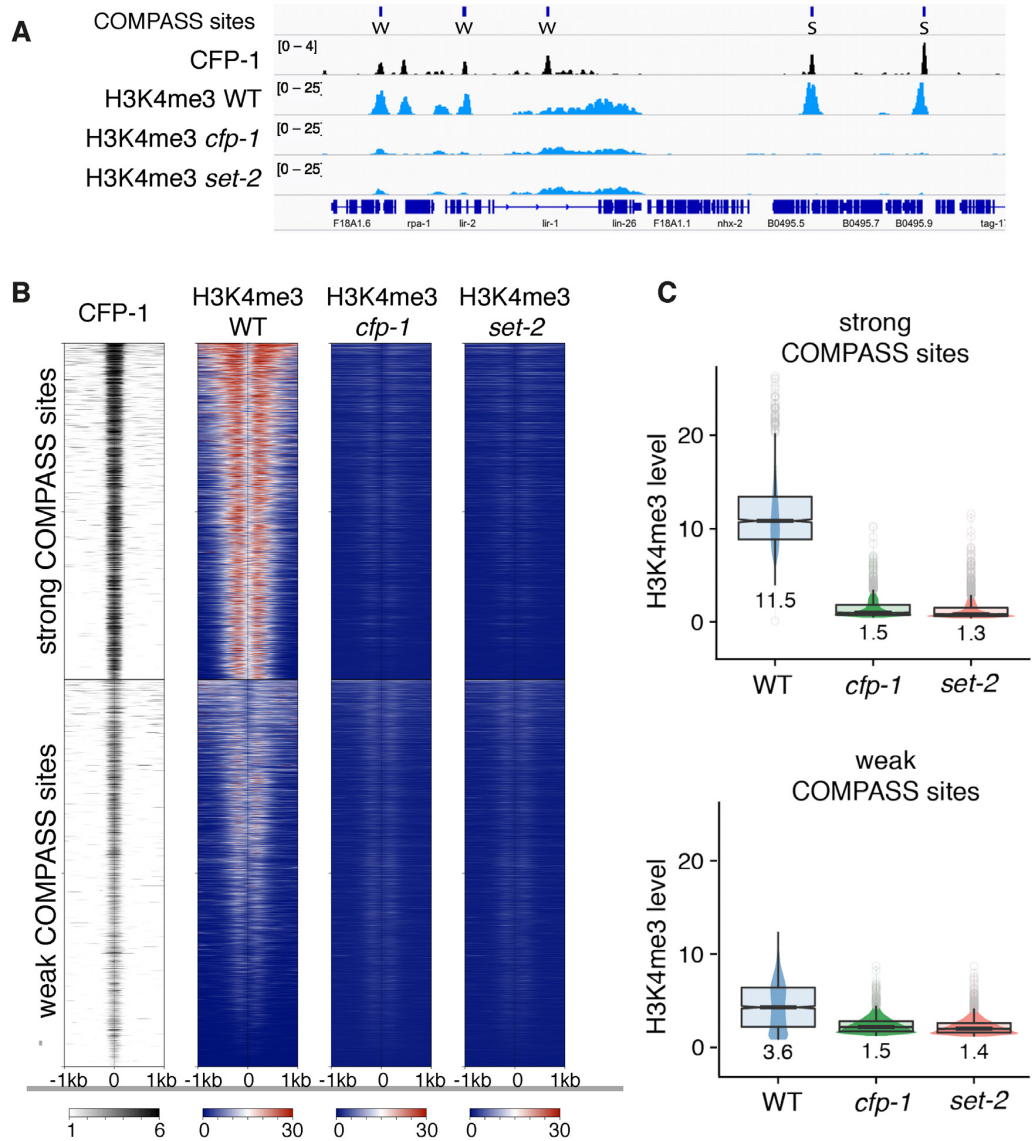
H3K4me3 at strong and weak COMPASS targets is dependent on CFP-1 and SET-2. (**A**) IGV browser view showing z-score BEADS normalized ChIP-seq signals of CFP-1::GFP, and H3K4me3 in wildtype, *cfp-1*, and *set-2* mutant embryos normalized to *C. briggsae* spike-in (see Methods). Top track shows locations of strong (S) and weak (W) COMPASS targets. (**B**) Heatmap of CFP-1::GFP, and H3K4me3 in wildtype, *cfp-1*, and *set-2* mutant embryos, using same tracks as in (A). (**C**) Quantification of H3K4me3 signal (*C. briggsae* normalized) in strong and weak COMPASS targets.

Similar to findings in ES cells (1), we observed no clear relationship between gene expression changes in *cfp-1* mutants and promoter association of CFP-1. Both up- and down-regulated genes showed weak enrichment for CFP-1 binding, and only 2% of genes with CFP-1 peaks had significantly altered expression (Supplementary Figure S8A). The lack of a strong association between binding and gene expression change is consistent with evidence from various systems suggesting that additional factors, such as stress and age, influence the impact on transcription (11,109,110). For example, in yeast, SET1 acts primarily as a repressor of stress-induced transcription, with little effect of its loss under steady state conditions (9,11). In line with this, we found that *hsp-16.2::*GFP induction following heat shock was consistently stronger and more widespread in *cfp-1*, *sin-3* and *set-2* adult animals compared to wildtype, supporting a possible role in moderating the level of induced gene expression (Supplementary Figure S8B).

### SIN3 complex components colocalize with CFP-1 at promoter regions

We next investigated how the distribution of SIN3 complex components relates to that of CFP-1. Using ChIP-seq analysis of SIN-3 in wild-type embryos, we observed that the pattern of SIN-3 binding was highly similar to that of CFP-1; 90% of SIN-3 peaks overlap a CFP-1 peak and 77% of these sites are found at promoters (Figures 5A-C, Supplementary Figure S9). In addition, as observed for CFP-1, SIN-3 levels are higher at strong COMPASS targets than at weak COMPASS targets (Figure 5B). We next determined the distribution of the SIN3 complex component HDA-1. We observed that HDA-1 was also present at most CFP-1 binding sites, with similar levels at strong and weak COMPASS targets (Figure 5A, B and Supplementary Figure S10). HDA-1 is additionally found at many sites that lack CFP-1 and SIN-3, presumably through its association with other proteins and complexes (Figure 5C) (97). Using previously published ChIP-seq data mapping MRG-1 in embryos (61), we observed weak enrichment at promoters and a broad distribution on the gene bodies of many actively transcribed genes (Supplementary Figure S9). In addition, 59% of sites harboring peaks of SIN-3, HDA-1 and CFP-1 (*n* = 2707) overlap an MRG-1 peak (Figure 5C). We also observed that SIN3 complex components SIN-3 and HDA-1 have a broader distribution than CFP-1 and are weakly enriched on gene bodies (Supplementary Figure S9). The finding that CFP-1 and SIN3 complex components extensively colocalize at promoter regions supports connected functions.

**Figure 5.**
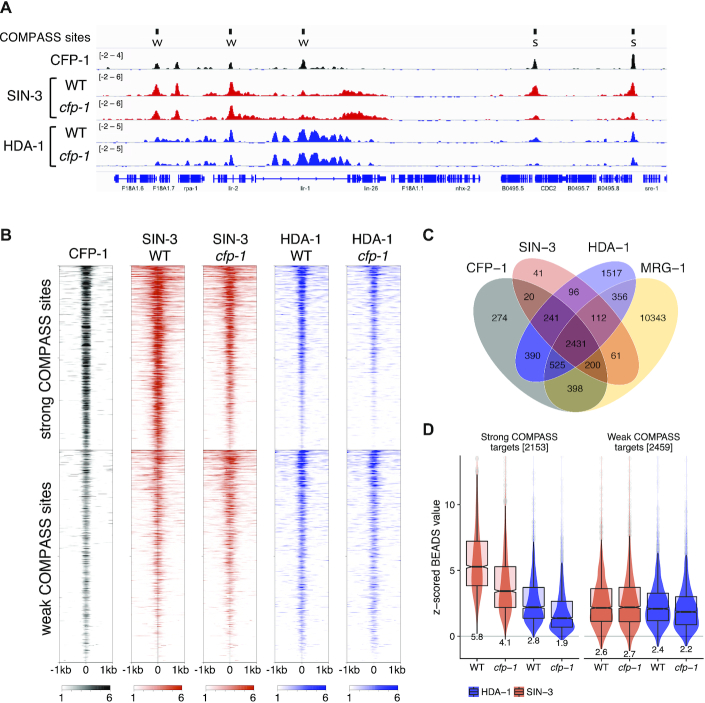
SIN-3 and HDA-1 require CFP-1 for recruitment to strong COMPASS targets. (**A**) IGV browser view showing *z*-scored BEADS normalized ChIP-seq signals from mixed embryos of indicated strains. Top track shows locations of strong (S) and weak (W) COMPASS targets. (**B**) Heatmap of *z*-scored BEADS normalized ChIP-seq signals from mixed embryos over strong and weak COMPASS targets in indicated strains. (**C**) Venn diagram showing overlap of CFP-1, SIN-3, HDA-1 and MRG-1 ChIP-seq peaks. (**D**) Quantification of normalized z-scored SIN-3 and HDA-1 signal in wildtype and *cfp-1* mutants at strong and weak COMPASS targets.

### CFP-1 facilitates SIN-3 binding to H3K4me3 enriched promoter regions

The similarity in binding patterns together with our biochemical studies showing that CFP-1 physically associates with the SIN3S complex suggests a potential role in SIN3 chromatin recruitment. To investigate this possibility, we used ChIP-seq to map SIN-3 and HDA-1 binding in *cfp-1* mutant embryos. We observed that strong COMPASS targets had significantly reduced levels of both SIN-3 and HDA-1 in *cfp-1* mutants compared to wildtype (Figures 5A, B, D). In contrast weak COMPASS targets were largely unaffected (Figures 5A, B, D). HDA-1 sites that lack CFP-1 or SIN-3 binding and random genomic regions also showed no change in SIN-3 or HDA-1 levels in *cfp-1* mutants (Supplementary Figure S11). Together with the physical interaction results, we conclude that CFP-1 promotes recruitment of the SIN3 complex to strong COMPASS target sites.

## DISCUSSION

In this study we identify a physical and functional interaction between CFP-1, the chromatin targeting subunit of the highly conserved SET1/COMPASS complex, and a SIN3S histone deacetylase complex similar to yeast Rpd3S and mouse SHMP containing SIN-3, HDA-1, MRG-1 and ATHP-1. We show that CFP-1 mediates interaction with the SIN3S complex through a direct interaction with SIN-3 and that it promotes recruitment of SIN-3 and HDA-1 at promoters. The interactions with SIN3S and other chromatin regulators identified by proteomics indicate that CFP-1 function extends beyond targeting the COMPASS complex to chromatin and support a role for CFP-1 in coordinating the activities of distinct chromatin complexes.

Our biochemical data also provide evidence for distinct SET-2/SET1 and SET-16/MLL related complexes in *C. elegans*, consistent with the presence of multiple H3K4 HMT complexes in metazoans (19). WDR-5.1 and CFP-1 both immunoprecipitated the core complex proteins RBBP-5, ASH-2, and DPY-30, as well as the SET1/COMPASS subunits SET-2/SET1 and SWD-2.1/WDR82 (111–113). However, WDR-5.1, but not CFP-1, immunoprecipitated unique subunits of the previously identified SET-16/MLL complex including the histone H3K27 demethylase UTX-1, and PIS-1 (74). WDR-5.1 also co-immunoprecipitated the NSL complex, consistent with its role as a central hub in several additional chromatin-associated complexes. Interestingly, in mammalian cells NSL has been shown to promote H3K4me2 activity by MLL1 (44), and we identified the single MLL1 homologue SET-16 with NSL subunits in our experiments, suggesting this activity may be conserved in *C. elegans*.

Y2H analyses showed that CFP-1 interacts with both SIN-3 and ATHP-1 subunits of the SIN-3 complex. We observed a direct interaction between CFP-1 and SIN-3 that is dependent on the C-terminus of CFP-1 containing the conserved cysteine-rich domain, and the N-terminal domain of SIN-3 containing the highly conserved PAH domain. The PAH1 and PAH2 domains of mammalian SIN3 have been shown to facilitate SIN3 recruitment by transcription factors (95), however little is known about the function of the cysteine-rich C-terminal domain of mammalian CFP1. Although the C-terminal region of ATHP-1 that interacts with CFP-1 is not found in either yeast or mammalian proteins, it contains an FHA domain shown to mediate interaction between other transcription factors and the SIN3 complex in mammalian cells (114), raising the possibility that other proteins may fulfill a similar function in other species. Y2H analyses also confirmed physical interactions within SIN3 and SET-2/SET1 complexes and showed CFP-1 homodimerization, supporting studies suggesting dimerization of CFP1 within the SET1A/B complexes in human cells (28).

Supporting a functional link between COMPASS and SIN3S complexes, we observed similar germline and somatic phenotypes in *set-2, cfp-1*, *sin-3* and *athp-1* mutant animals, as well as shared gene expression changes between *set-2, cfp-1* and *sin-3*. We also found that CFP-1 regulates gene expression independently with SET-2 and SIN-3. These findings, together with the physical association and promoter co-occupancy of CFP-1 and SIN-3, suggest that CFP-1 may modulate gene expression by independently recruiting SET-2/SET1 and SIN3S complexes to promoters. Interestingly, the yeast CFP1 homologue Spp1 acts at meiotic recombination sites independently of *Set1*, and is found in at least two distinct Set1-independent complexes (115–117). COMPASS independent functions of Spp1 are also supported by studies showing that dissociation of Spp1 from SET1/COMPASS repurposed its function to promote transcriptional memory (118).

Previous genetic studies further support both unique and common functions for components of these complexes and other proteins isolated in our proteomics approach. For example, inactivation of the SIN3 complex subunits *sin-3* and *mrg-1*, the NSL complex subunits *sumv-1* and *sumv-2*, and the SET-2/SET1 complex subunits *cfp-1, wdr-5.1* and *dpy-30*, but not *set-2*, can all suppress the synthetic multivulval (SynMuv) phenotype resulting from mutations in repressive chromatin factors (119,120). A subset of these genes, including *sin-3*, *mrg-1, wdr-5.1* and *dpy-30*, but neither *set-2* nor *cfp-1*, also suppress the larval lethality resulting from inactivation of *lin-35*/Rb in a sensitized background (121). We found that CFP-1 promotes binding of SIN-3 and HDA-1 at strong COMPASS dependent promoters, consistent with direct recruitment dependent on the activity of the SET-2/SET1 complex. SIN-3 binding at weak COMPASS regions was not affected. Interestingly, in mammalian cells COMPASS and MLL complex subunits have been shown to cofractionate with SIN3, further supporting a connection between the complexes (122,123).

A prevailing view is that the regulatory functions of both SET1/COMPASS and Rpd3/Sin3 complexes are context dependent, but these functions are not well understood (10,75). For example, knock-out of Sin3 in different systems results in both gene activation and repression (124–127), and we observed no clear relationship between gene expression changes and SIN-3 binding. Similarly, loss of CFP1 or SET1 in a wide range of different systems causes surprisingly few gene expression changes relative to the number of genes marked by H3K4me3, with no clear relationship between expression and marking under steady state or induced conditions (1,10,11,109,128,129). We also observed no reproducible change in bulk acetylation in *sin-3*, *cfp-1* or *set-2* mutants (Supplementary Figure S7A). SIN-3 and CFP-1 could alter gene expression through transient changes in acetylation and methylation dynamics that cannot be detected in the context of dividing embryos (130). Alternatively, or in addition, properties such as local nucleosome density and dynamics could also be affected (131). Our finding that expression from a heat-shock inducible promoter increased in the absence of CFP-1, SIN-3 or SET-2 is consistent with proposed roles in response to external stimuli in yeast (11). Interestingly, recent data suggests that AMPK signaling may regulate SET-2/SET1 complex activity in response to stress (132). Future work on defined loci will be needed to understand these regulatory functions. Because of the high degree of conservation between mammalian and *C. elegans* SET1/COMPASS and Rpd3/Sin3 complexes, our finding that they functionally interact through a direct physical interaction with CFP-1 contributes towards understanding the complexity of interactions between chromatin associated proteins with distinct activities.

## DATA AVAILABILITY

Data generated in this study are available from GEO: gene expression data, GSE110072; ChIP-seq data, GSE114715. Other ChIP-seq datasets used are CFP-1::GFP (GSE49870; Ref. (70) and MRG-1 (GSE50333; Ref. from (61)

## Supplementary Material

gkz880_Supplemental_Files Click here for additional data file.

# Supplementary material for: Physical and functional interaction between SET1/COMPASS complex component CFP-1 and a Sin3S HDAC complex in C. elegans
**Source:** Nucleic Acids Res. 2019 Oct 11;47(21):11164–80. doi: 10.1093/nar/gkz880
**Supplement:** gkz880_Supplemental_Files

## Supplemental Information

Supplementary Figure 1. Concordance of ChIP-seq signals obtained using two different anti-SIN-3 antibodies. Shown are genome-wide correlations of average signal in 1kb bins.

Supplementary Figure 2 (related to Figure 1). Expression of HA::*wdr-5.1* and *cfp-1*::GFP and rescue of the *wdr-5.1(ok1417)* mutation by the HA::*wdr-5.1* construct. (A) anti-HA immunostaining of early and late-stage embryos expressing HA::*wdr-5.1*, and live imaging of *cfp-1*::GFP expressing embryos. (B) Western blots analysis on mixed-stage embryos from wildtype, HA::*wdr-5.1*; *wdr-5.1(ok1417)* and *wdr-5.1(ok1417)* animals. HA::*wdr-5.1* rescues the loss of H3K4me3 caused by *wdr-5.1* deletion. Membranes were incubated with anti-H3K4me3, anti-H3 and anti-actin antibodies, as indicated.

Supplementary Figure 3 (related to Figure 1). Immunoprecipitation of CFP-1::GFP and HA::WDR-5.1 and validation of interactions. (A) HA::WDR-5.1 copurifies CFP-1::GFP. HA::WDR-5.1 immunoprecipitation was carried out on 8 mg total protein from the strain containing the two transgenes HA::WDR-5.1 and CFP-1::GFP and analyzed by western blot using anti-HA or anti-GFP antibodies. Control samples were prepared from a wild-type strain without either transgene. (B) Western blot analysis of CFP-1::GFP and HA::WDR-5.1 immunoprecipitations used for mass spectrometry analysis. Immunoprecipitation using anti-GFP antibodies was performed on 70 mg of total protein extract. Quantities loaded were 1/700 of total protein extract (100 µg) as input, and 1/50 of total elution. Immunoprecipitation using anti-HA antibodies was performed on 60 mg of total protein extract and pooled elutions were concentrated. 1/4000 of total protein extract (15 µg) was loaded as input or unbound fraction, and 1/700 of concentrated and non-concentrated elutions were loaded. (C) Silver staining of CFP-1::GFP (left) or HA::WDR-5.1(right) immunoprecipitated samples from *C. elegans*

embryonic extracts. (\*) indicates band corresponding to CFP-1::GFP and HA::WDR-5.1. (D) Domain conservation of *C. elegans* and mammalian SIN3, MRG-1/MRG15 and ATHP1/Pf1 proteins. (E) Specificity of SIN-3 antibodies. Western blots and Stain-Free gels (Bio-Rad) of total embryonic extract using two distinct anti-SIN-3 antibodies, (Q5986 and Q6013) in wildtype and *sin-3(tm1276)* mutants. Both antibodies detect a SIN-3 specific band (\*) at the expected MW that is absent from *sin-3* mutants. (F) Co-IP of CFP-1 and SIN-3 from young adults. CFP-1::GFP immunoprecipitations were carried out using anti-GFP antibodies and blots revealed with anti-GFP and anti-SIN-3 antibodies. Arrow points to the band corresponding to SIN-3. (G) Western blot analysis of HA::WDR-5.1 immunoprecipitation used for mass spectrometry analysis revealed using anti-HDA-1 or anti-HA antibodies. Loadings were 1/60 000 of total protein extract (1 µg) for input and 1/200 of concentrated elutions. (H) GST pull-down assay between GST::CFP-1 protein and HIS<sub>6</sub>::SIN-3 N-terminal domain (aa 1-738; left) or HIS<sub>6</sub>::SIN-3 C-terminal domain (aa 699-1507; right). Western blot was revealed with anti-Histidine antibodies. Arrow points to HIS<sub>6</sub> fusion protein.

Supplementary Figure 4 (related to Figure 2). Expression of BD and AD fusion proteins in yeast. Total protein extracts of BD (bait) and AD (prey) haploid yeast strains were analyzed by western blot and revealed using anti-HA antibodies.

Supplementary Figure 5 (related to Figure 2). Sequence alignments of *H. sapiens* and *C. elegans* CFP1 and Rpd3/Sin3S complex subunits. (A) Alignment of CFP1. Black boxes show conserved PHD, CXXC, SID, LZ and cysteine-rich (C-rich) C-terminal domains. (B) alignment of MRG15 and MRG-1 chromo domains (CD). (C) Alignment of Pf1 and ATHP-1 PHD domains. (D) Alignment of Sin3B and SIN-3. Black boxes show conserved PAH1 and HID domains. Dashed lines at aa positions 699 and 738 show position of truncations used in

GST pull-down experiments in Fig. 2D. All alignments were carried out with Clustal Omega Multiple Sequence Alignment software.

Supplementary Figure 6 (related to Figure 3). *cfp-1*, *set-2* and *sin-3* misregulated genes. 

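The genes with the largest fitted log2 fold changes in each mutant were taken among those called whose mutant libraries all lay outside the range of the wild-type libraries. In *cfp-1* embryos the largest decrease was that of *fbxa-192* (WBGene00010212, chromosome V from 17640672 to 17650527), with normalized counts of 683 ± 47.7 (SD, n = 3) in wild-type and 10.8 ± 2.03 (SD, n = 3) in *cfp-1*, a log2 fold change of -5.98 (standard error 0.25, adjusted p = 2.31e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was lower in *set-2* (67.0 ± 16.7, n = 3) and *sin-3* (221 ± 34.3, n = 2) too. *nspd-7* was at least 16.1-fold lower and F01G10.5 at least 14.5-fold lower in *cfp-1*, where both had 3 counts or fewer in each library. The largest fitted increases in *cfp-1* were those of Y54E2A.9, at least 6.74-fold higher, *srw-35*, at least 4.19-fold higher, and C25G4.8, with a log2 fold change of 3.83 (standard error 0.57, adjusted p = 0.000975 from the quasi-likelihood test). The fitted order is uncertain where a group is at the detection limit, since by the lower bounds F44F4.10 (at least 9.75-fold) and F40G12.9 (at least 8.57-fold) rose more in *cfp-1* than Y54E2A.9 and *srw-35*. With each of the 11 libraries left out in turn, Y54E2A.9 had a value in only 8 refits and *srw-35* in only 7. In *set-2* embryos *oac-4* (WBGene00015873, chromosome II from 3833250 to 3836015) was at least 8.61-fold lower, while *msrp-2* and F33H12.1 had log2 fold changes of -4.69 (standard error 0.46, adjusted p = 0.000109 from the quasi-likelihood test) and -4.15 (standard error 0.69, adjusted p = 0.00341 from the quasi-likelihood test). *unc-1* was at least 11.7-fold and *wrt-2* at least 19.3-fold higher in *set-2*, and F41F3.3 had a log2 fold change of 5.11 (standard error 1.18, adjusted p = 0.0146 from the quasi-likelihood test). The increases of *wrt-2* and F41F3.3 varied between the *set-2* libraries by more than their means (58.8 ± 67.4 and 99.7 ± 124 normalized counts, SD, n = 3). Without *set-2* replicate 2, *wrt-2* no longer passed the filter on mean counts and the log2 fold change of F41F3.3 was 3.33, and without wild-type replicate 2 or 3 neither was called. In *sin-3* embryos *ant-1.4* (WBGene00020140, chromosome IV from 8459178 to 8460308) had normalized counts of 454 ± 199 (SD, n = 3) in wild-type and 3.04 ± 2.36 (SD, n = 2) in *sin-3*, a log2 fold change of -7.05 (standard error 0.85, adjusted p = 0.000400 from the quasi-likelihood test). With each library left out in turn, this log2 fold change ranged from -8.24, without *sin-3* replicate 2, to -6.53. T06C10.3, which had no count in *sin-3*, was at least 9.06-fold lower and *nspd-7* at least 15.3-fold lower. In wild-type, *nspd-7*, F01G10.5, *msrp-2*, *ant-1.4* and T06C10.3 were all lowest in replicate 1. RNA from sperm that varies between the wild-type collections was not tested as a cause of these decreases. *srw-85* rose from 2.75 ± 1.33 (SD, n = 3) to 91.7 ± 11.5 normalized counts (SD, n = 2), a log2 fold change of 5.02 (standard error 0.64, adjusted p = 0.000493 from the quasi-likelihood test), F44F4.10 was at least 16.6-fold higher and *srw-35* at least 4.69-fold higher. Changes of more than 1 on the log2 scale were found in 689 higher and 191 lower called genes in *cfp-1*, 656 and 212 in *set-2*, and 535 and 403 in *sin-3*.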

Volcano plots show log<sub>2</sub> of fold change in expression between mutant and wildtype (wt) embryos (~95% 200-cell stage or less) plotted against statistical significance (log<sub>10</sub> adjusted p value (padj) for all genes with a baseMean > 10 (black dots). Horizontal lines mark a significance cut-off of padj = 0.05.

Supplementary Figure 7 (related to Figure 4). H3K4me3 and H3 acetylation levels in different mutant backgrounds. (A) Western blot analysis of total protein extracts for wt, *sin-3(tm1276)*, *cfp-1(tm6369)* and *set-2(bn129)* embryos. Membranes were incubated with indicated antibodies. Each antibody was used on a separate blot loaded with the same extracts.

Blot is representative of three or more experiments carried out with distinct biological replicates. (B) Comparison between library and input normalized to *C. briggsae* spike-in normalized H3K4me3 signals. The y-axes of wildtype and *cfp-1* mutant are matched in the two comparisons and the the same genomic region is shown for the two normalization methods. Standard normalization to input and library size (top) artificially inflates weak signals.

Supplementary Figure 8 (related to Figure 5). Correlation between steady state gene expression changes and promoter association of CFP-1, and increased induced expression expression of a reporter in live mutant animals. (A) Venn diagrams showing overlap between genes up- and down-regulated in mixed stage *cfp-1* mutant embryo and CFP-1 promoter peaks. Differentially expressed (DE) genes were defined as those having an adjusted p-value (FDR) of <0.05 and base mean >10. Peaks were assigned to genes based on overlap with coding promoter

annotation from (141). P-values shows significance of overlap (based on Fisher's test) and  $e$  denote expected number of overlaps based on hypergeometric distribution. (B) Increased induction of *hsp-16* in *cfp-1*, *set-2* and *sin-3* mutant animals. Adult animals were heat-shocked 33°C 30 min and mounted for observation under a light fluorescence microscope 90 min after heat-shock. Images show GFP expression before (top panel) and after (bottom panel) heat shock. Images of control non-heat shocked animals are overexposed. Similar results were obtained in 5 or more independent experiments with 50 or more animals for each condition.

Supplementary Figure 9 (related to Figure 5). Comparison of CFP-1, SIN-3, HDA-1, and MRG-1 binding patterns. (A) IGV browser view of showing z-scored BEADS normalized ChIP-seq signals from wild-type embryos (B) Heatmap of z-scored BEADS normalized ChIP-seq signals from mixed embryos over strong and weak COMPASS targets in wild-type embryos. (C) Gene profile plots of CFP-1, SIN-3, HDA-1, and MRG-1 signal anchored at strong COMPASS promoters (top) and weak COMPASS promoters (bottom). SIN-3, HDA-1, and MRG-1 signals are broader than those of CFP-1.

Supplementary Figure 10 (related to Figures 4 and 5). Comparison of SIN-3 and HDA-1 signals on different sets of regions in wildtype and *cfp-1* mutant embryos. Average signal in indicated regions was quantified from normalized z-scored SIN-3 and HDA-1 ChIP-seq tracks in wildtype and *cfp-1* mutants. HDA-1 unique regions are HDA-1 peaks that do not overlap with a CFP-1 or SIN-3 peak. Random regions are random 300bp genomic regions that do not overlap with a CFP-1, SIN-3, or HDA-1 peak. Random regulatory sites are random chromatin accessibility sites (300bp centered on the site) reported in (141) that do not overlap with a CFP-1, SIN-3, or HDA-1 peak.

Supplementary Figure 11 (related to Figure 5). CFP-1, SIN-3, and HDA-1 co-associate at promoters. Protein coding promoters (n=13,596) from (141) were separated into three clusters: strong COMPASS sites, weak COMPASS sites, non-COMPASS sites based on overlap with CFP-1 peaks. Indicated ChIP-seq signal was quantified (top) and plotted (bottom) on the three clusters.

Supplementary Table 1. List of primers.

Supplementary Table 2. Peaks and annotations. All regions containing a peak for CFP-1::GFP, SIN-3, or HDA-1, annotated for overlap with each of these factors, MRG-1 (from (105); GEO GSE50333), annotated promoters (141) and Wormbase gene starts.

Supplementary Table 3 (related to Figure 1). Lists of top 300 proteins identified by mass spectrometry of CFP-1::GFP or HA::WDR-5.1 immunoprecipitations. Pep: number of identified peptides; SC: Spectral Counts; SSC: Specific Spectral Counts; WSC: Weighted Spectral Counts.

Supplementary Table 4 (related to Figure 3). 

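Supplementary Table S4 gives for each gene a mean normalized count over all libraries (baseMean) and, for each mutant, a log2 fold change against wild-type with an adjusted p-value from DESeq2. The copy used here holds 1999 of its 11630 genes, so no overlap or enrichment was computed on it. In all 1999 genes, the baseMean differed by under 0.1% from the mean over the 11 libraries of the counts normalized here by DESeq2's size factors. Of these genes, 1998 were among those tested here.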

List of misregulated genes (FDR<0.05)

Supplementary Table 5 (related to Figure 3). GO term analysis of up- or down regulated genes in *cfp-1*, *set-2* and *sin-3* mutants. Analysis was performed using the NCBI webtool DAVID.

# Supplementary material for: Physical and functional interaction between SET1/COMPASS complex component CFP-1 and a Sin3S HDAC complex in C. elegans
**Source:** Nucleic Acids Res. 2019 Oct 11;47(21):11164–80. doi: 10.1093/nar/gkz880

Fig. S1

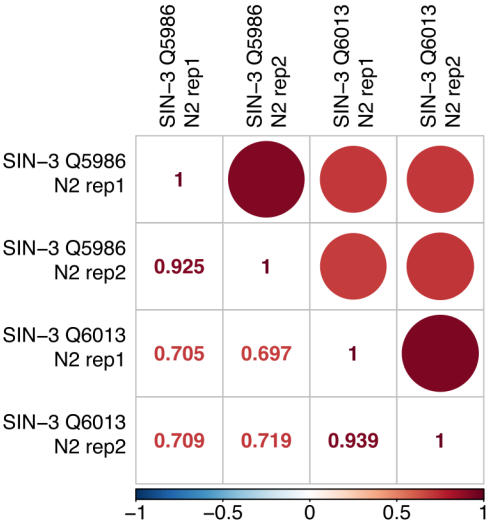

Fig. S2

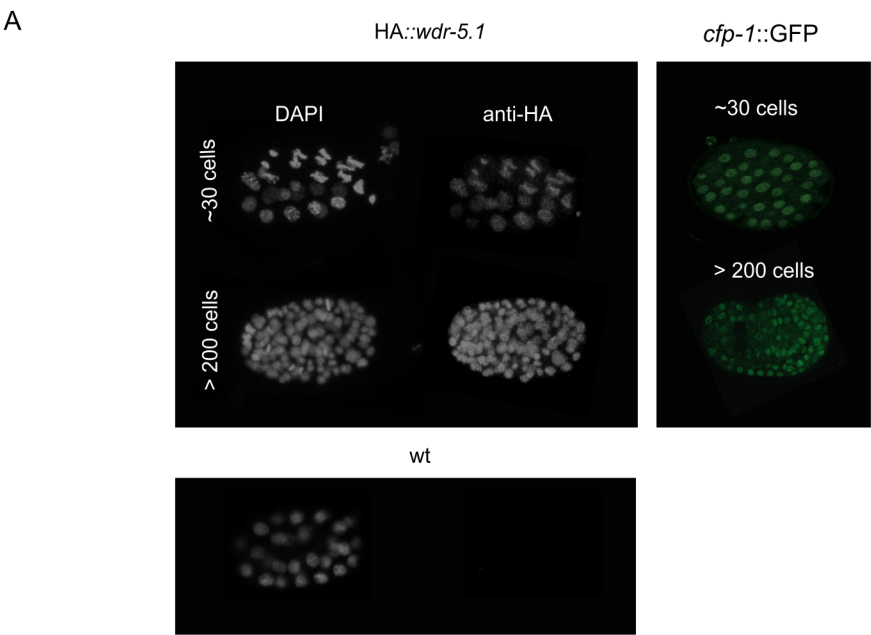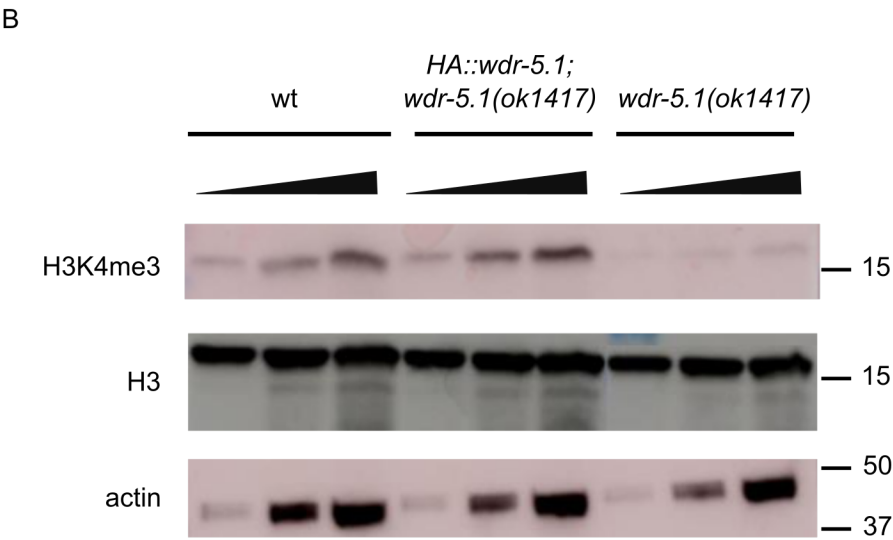

Fig. S4

A.

BD (Bait)

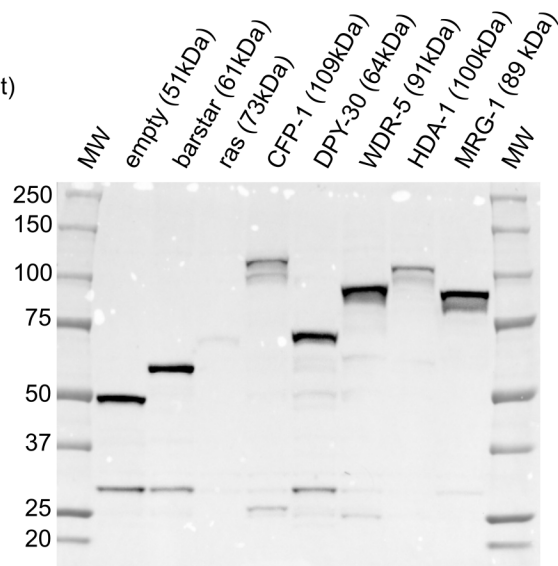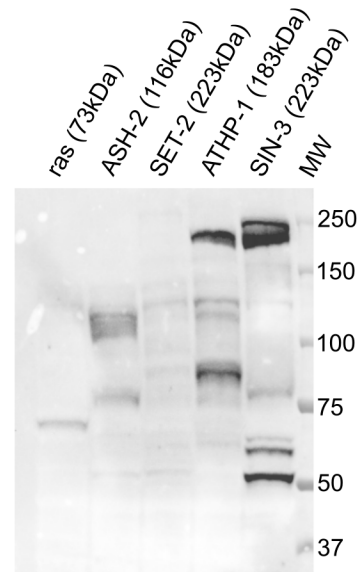

AD (Prey)

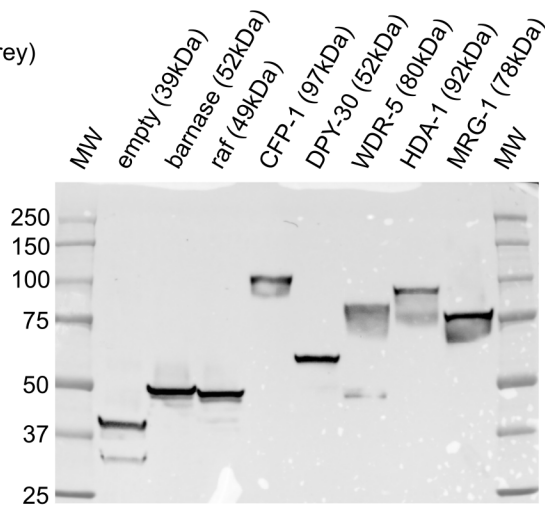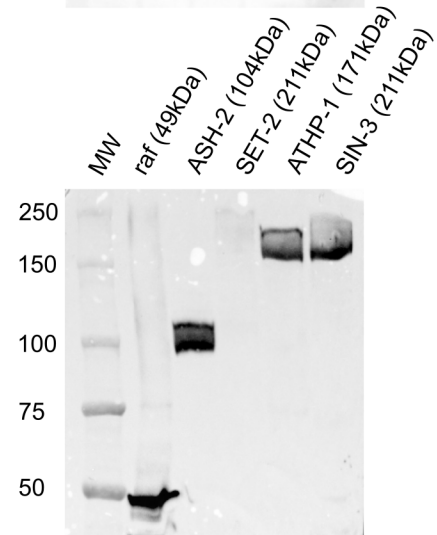

B.

BD (Bait)

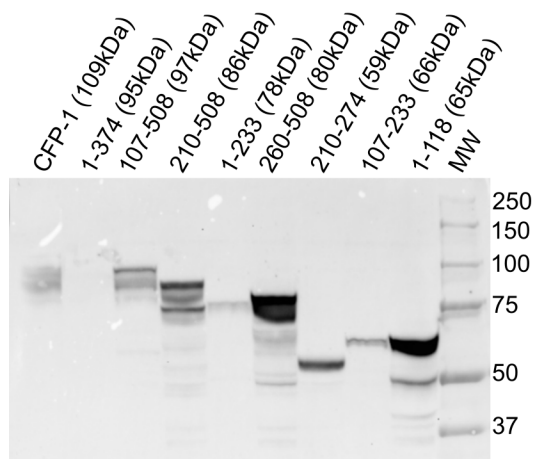

AD (Prey)

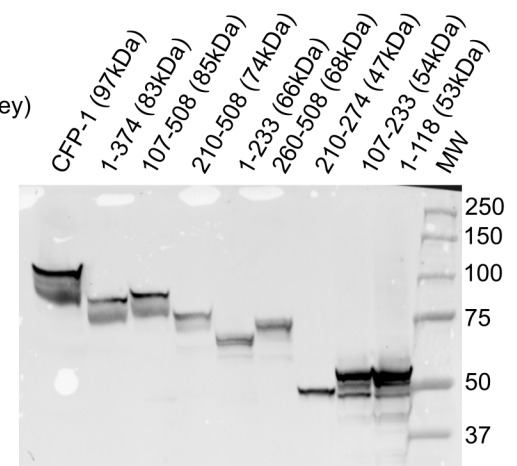

(--kDa) : theoritical size

Fig. S5

**A** *H.sapiens CFP1/C.elegans CFP-1*

*H. sapiens* 1 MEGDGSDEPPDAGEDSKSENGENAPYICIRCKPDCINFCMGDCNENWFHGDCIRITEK 60 PHD  
*C. elegans* .....  
.....

*H. sapiens* 61 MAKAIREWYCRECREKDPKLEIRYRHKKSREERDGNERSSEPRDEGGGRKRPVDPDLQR 120  
*C. elegans* .....  
.....

*H. sapiens* 121 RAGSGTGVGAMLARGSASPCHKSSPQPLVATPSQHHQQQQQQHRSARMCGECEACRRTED 180 CXXC  
*C. elegans* 1 .....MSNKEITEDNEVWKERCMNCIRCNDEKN 28  
.....\*:\*:\*:\*:\*:

*H. sapiens* 181 CGHCDFCRDMKKFGGPNKIRQKCRRLROCLRARESYYKFP-----SSLSPTVS 229  
*C. elegans* 29 CGTGWPCNRNG-----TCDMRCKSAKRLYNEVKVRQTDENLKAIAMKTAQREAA 78  
\*\*\*:\*:\*:\*:\*:.....\*:\*:\*:

*H. sapiens* 230 ---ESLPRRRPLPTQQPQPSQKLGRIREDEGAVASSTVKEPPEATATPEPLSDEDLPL 286  
*C. elegans* 79 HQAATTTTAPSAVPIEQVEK-KKRGRRKGS----- 108  
.....\*:\*:\*:\*:\*:.....\*:\*:

*H. sapiens* 287 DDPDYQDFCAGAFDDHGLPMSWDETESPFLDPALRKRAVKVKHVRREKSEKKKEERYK 346  
*C. elegans* 109 -----GNGGAAAAAQ-----Q-----RKANIINERDYY 131  
.....\*:\*:\*:\*:\*:.....\*:\*:

*H. sapiens* 347 RHRQK-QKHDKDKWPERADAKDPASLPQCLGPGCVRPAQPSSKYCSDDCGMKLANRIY 405 SID  
*C. elegans* 132 PNRPTROQSADLRKRTQLNAEPDKHPRQCLNPNCTYESRIDSKYCSDECGKLARMRLT 191  
.....\*:\*:\*:\*:\*:.....\*:\*:

*H. sapiens* 406 EILPORIQWQWQSPCTAE-----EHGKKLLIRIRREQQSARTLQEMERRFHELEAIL 459 LZ  
*C. elegans* 192 EILPNRCKQYFFGEGSGRPSLEDEINKPKRAKINREVOKLTSEKNNMAFLNKLVEFIKT 251  
\*\*\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:

*H. sapiens* 460 RAKQQAVERDEE-----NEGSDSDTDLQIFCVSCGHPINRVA-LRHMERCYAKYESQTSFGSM 518  
*C. elegans* 252 QLKLOPL-----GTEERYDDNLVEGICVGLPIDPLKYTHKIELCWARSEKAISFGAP 305  
.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:

*H. sapiens* 519 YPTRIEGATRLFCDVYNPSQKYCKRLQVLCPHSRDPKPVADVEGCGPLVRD----- 571  
*C. elegans* 306 E-----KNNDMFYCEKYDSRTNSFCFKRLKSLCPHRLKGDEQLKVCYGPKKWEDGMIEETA 361 C-rich  
.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:

*H. sapiens* 572 -----VFE-----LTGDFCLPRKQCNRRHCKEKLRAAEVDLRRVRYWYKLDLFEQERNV 622  
*C. elegans* 362 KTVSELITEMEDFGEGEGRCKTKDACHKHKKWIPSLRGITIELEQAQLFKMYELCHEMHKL 421  
.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:

*H. sapiens* 623 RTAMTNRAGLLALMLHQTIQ-----HDLPTD-LR-----SSADR----- 656  
*C. elegans* 422 NAHAETWTNALSIMMHKOPNIIDSEQMSLFNKSQTSSSASAHGATPTTSSTSSSSSSSS 481  
.....\*:\*:\*:\*:\*:.....\*:\*:\*:\*:\*:.....\*:\*:

*H. sapiens*  
*C. elegans* 482 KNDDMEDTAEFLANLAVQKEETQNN 508

**B** *H.sapiens* MRG15/*C.elegans* MRG-1

H. sapiens CD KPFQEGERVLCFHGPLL<sup>1</sup>YEAKCVKVAI<sup>2</sup>-KDKQVKYFIHYS<sup>3</sup>GW<sup>4</sup>NKKS<sup>5</sup>SAVR<sup>6</sup>  
C. elegans CD KKNFVGENVACIYK<sup>1</sup>GKPYDAKITD<sup>2</sup>IKTNSD<sup>3</sup>GKEL<sup>4</sup>YCVH<sup>5</sup>FGW<sup>6</sup>NNRYDEK<sup>7</sup>  
\* . \* . \* \* \* \_ . . . . . \* . \* . . . . \_ . . . \* . \* . \* . \* . \* . . . .

C *H.sapiens Pf1/C.elegans ATHP-1*

[illegible]

D *H.sapiens* SIN3B/*C.elegans* SIN-3

[illegible]

Fig. S6

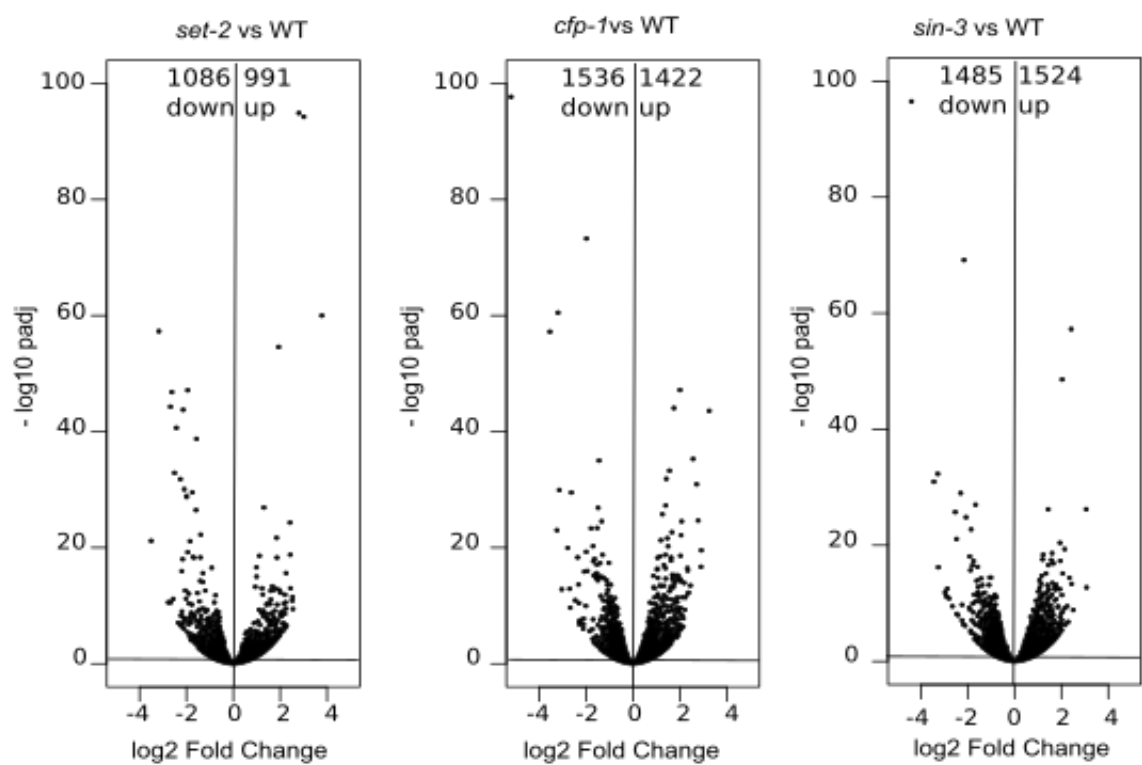

Fig. S7

A

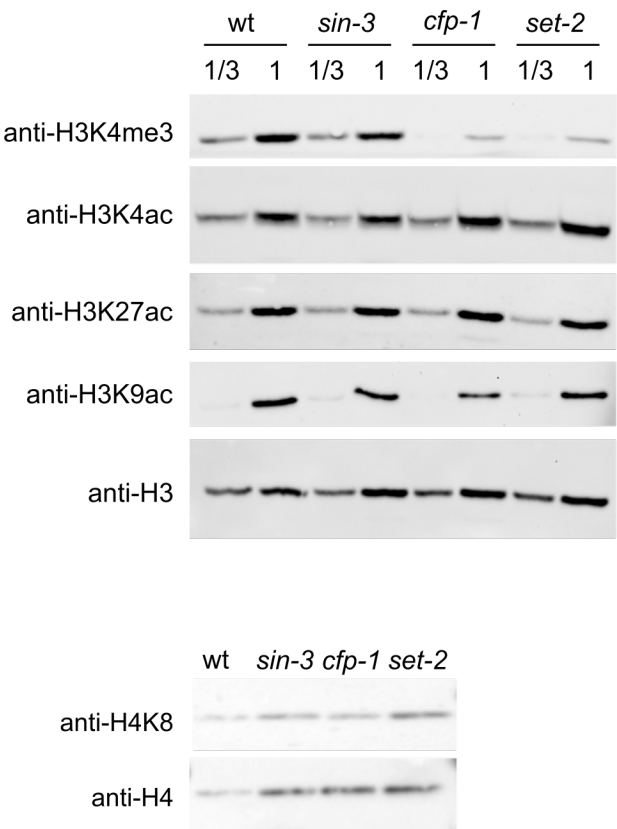

B

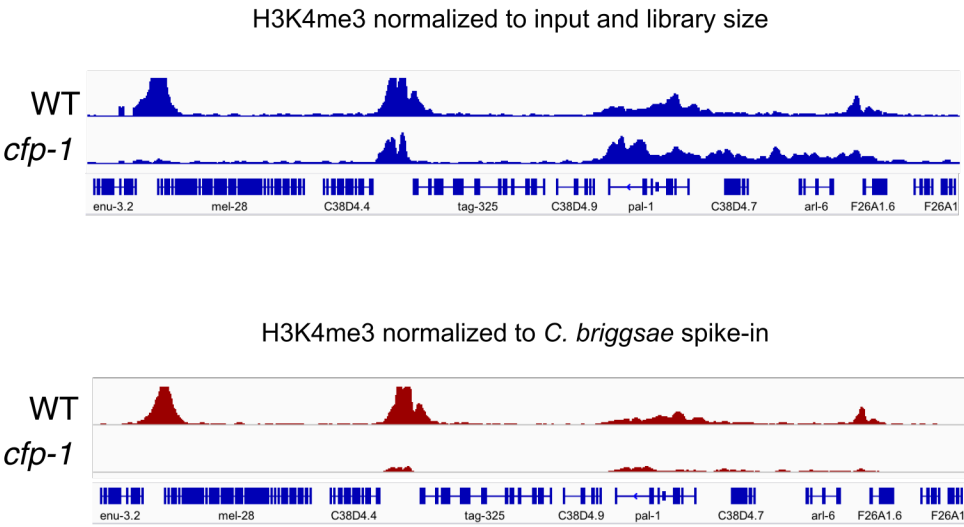

Fig. S8

A.

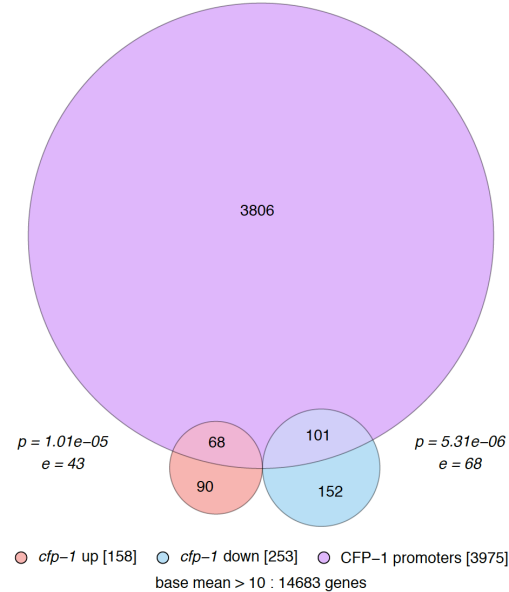

B.

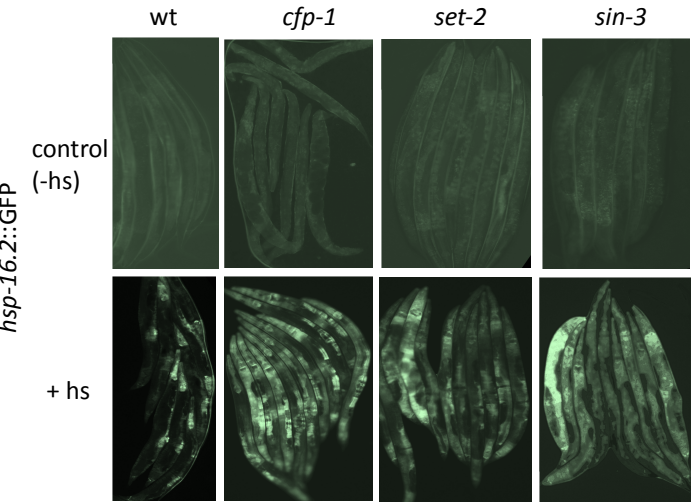

Fig. S9

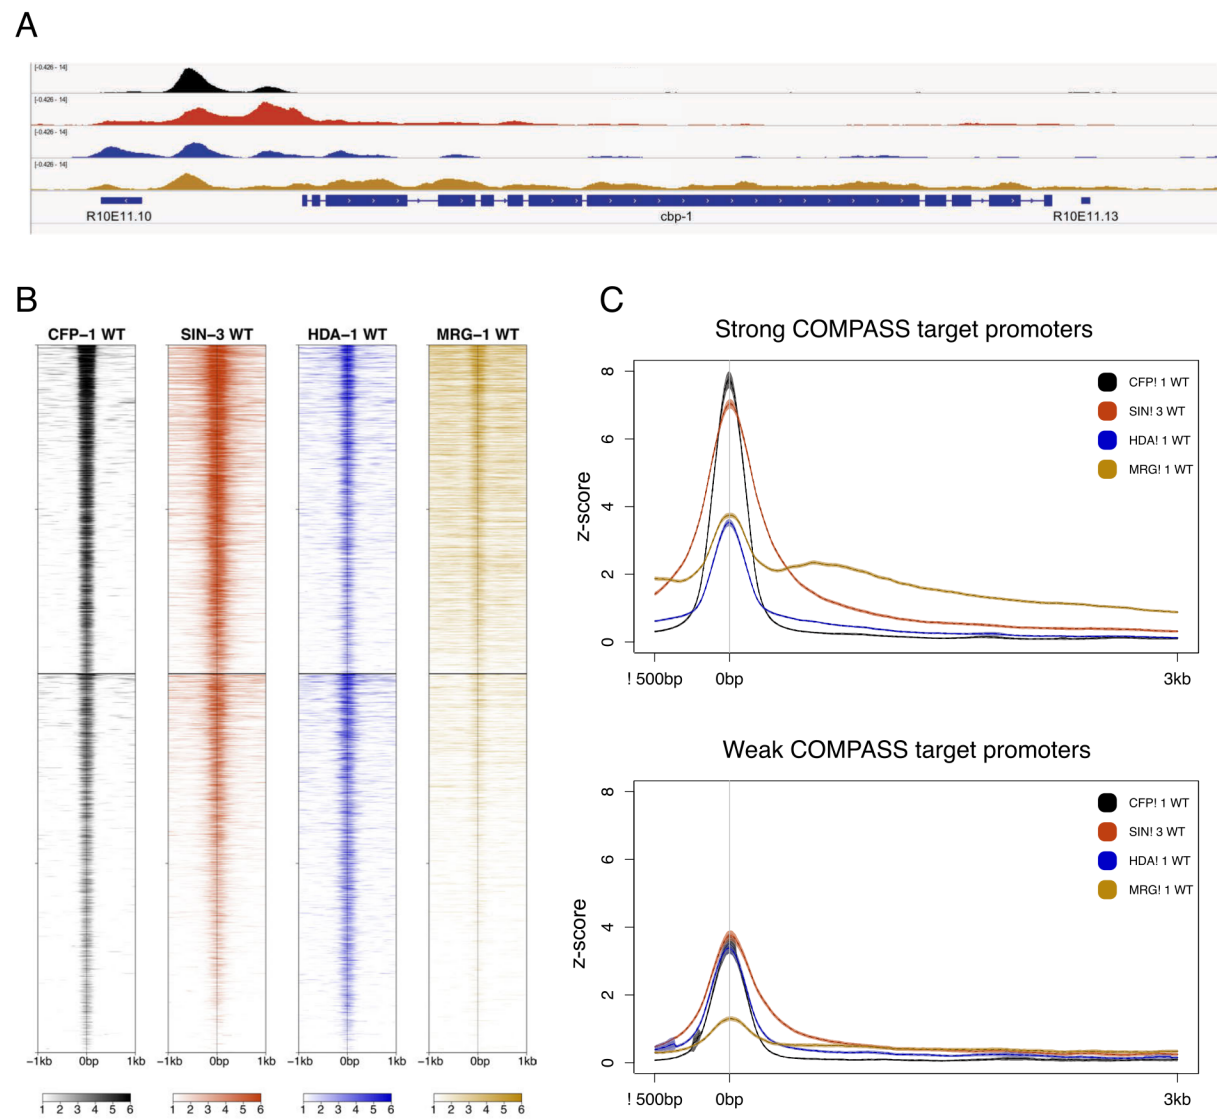

Fig. S10

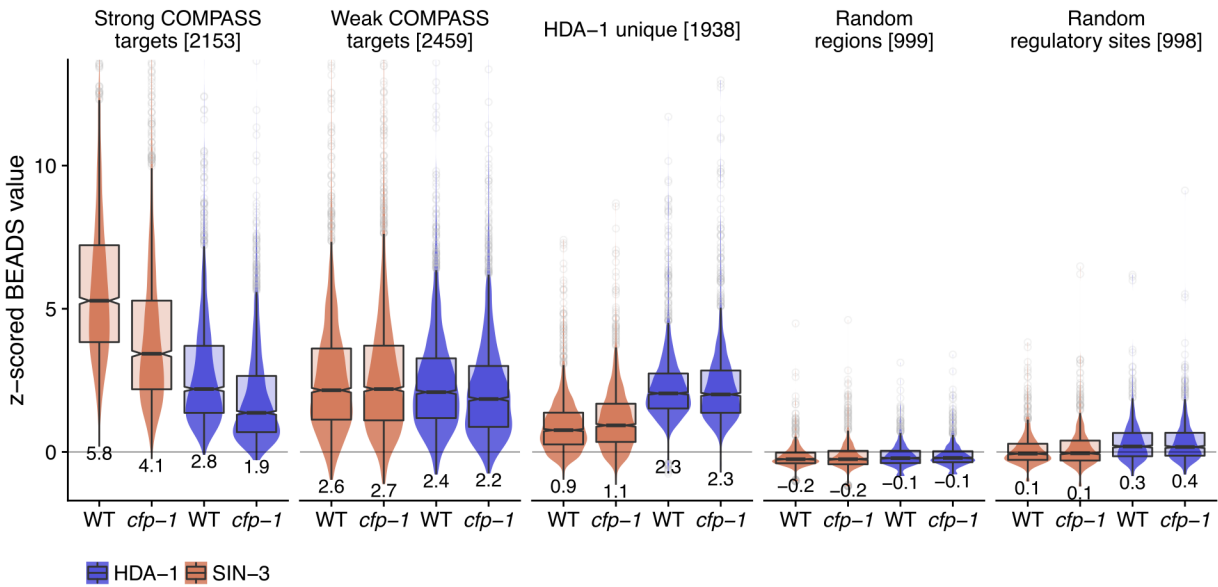

Fig. S11

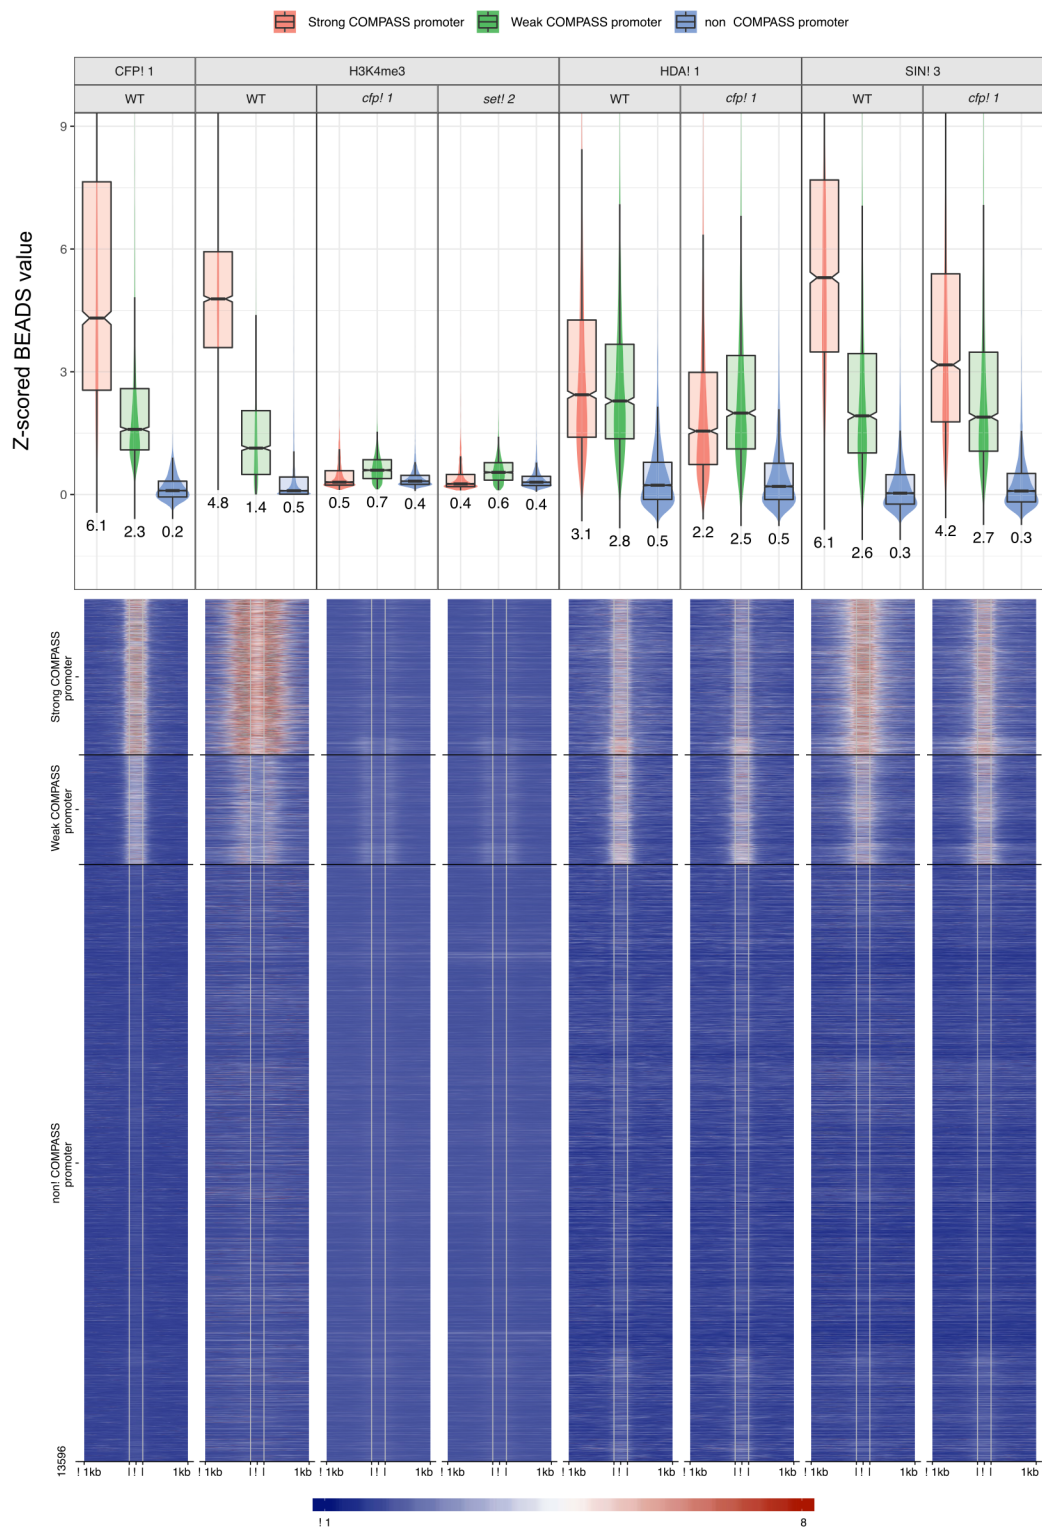

**Supplement:** gkz880_Supplemental_Files

How the deposited data were processed for this re-analysis (not part of the article)

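RNA was sequenced from early *Caenorhabditis elegans* embryos of the wild-type strain and of *cfp-1*, *set-2* and *sin-3* mutant strains. The libraries were made from polyadenylated RNA with a protocol that keeps the strand. The 11 libraries comprised 3 biological replicates each of wild-type, *cfp-1* and *set-2* and 2 of *sin-3*, where the paper states 2 to 3 replicates per strain. The sample labels and the paper gave the strain and replicate of every library.

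The authors mapped the reads to the WS254 release of the genome with RNA-STAR, removed reads with a low mapping score with SAMtools, counted the remaining reads per gene with htseq-count and deposited these counts without normalization, one column per library. They also deposited a table for each mutant with DESeq2's log2 fold changes and adjusted p-values against wild-type and a mean count over libraries. This mean is a signal in normalized counts, made by the authors by dividing counts by DESeq2's size factors and averaging over libraries. The authors' deposited log2 fold changes, counts of calls and p-values were used only for the comparison in the closing section. Mapping, filtering of reads and counting were taken as deposited, and chromatin immunoprecipitation and proteomics data were not analysed here.

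Library totals lay between 21596949 and 35258557 counts, with a median of 28788111. The median was 28788111 for wild-type, 29780794 for *set-2*, 26386239 for *cfp-1* and 26694518 for *sin-3*. The 10 genes with the most counts held between 3.46% and 4.78% of a library. Of the 46772 identifiers, 21855 had no count in any library, and 223 were not in the Ensembl release 115 annotation of WBcel235 and held 0.11% of the counts. A symbol was found for 43767 identifiers. Genes with 3 counts or fewer in every library of a group were taken as at the detection limit, and a change against such a group was given as a lower bound computed against 3 counts. This bound uses the mean of the other group and leaves out the spread between its libraries. The limit of 3 counts covers counting error only, since copies made by amplification were not told from independent molecules.

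Counts were analysed in R 4.3.3 with edgeR 4.0.16. TMM factors lay between 0.940 and 1.10. Protein-coding genes with a mean TMM-normalized count above 10 over the 11 libraries were tested, after the filter on mean counts named in the paper. One model was fitted to the 11 libraries with a mean for each strain and no other term, since the paper's supplementary table gives one mean count per gene for all comparisons. The common dispersion had a square root of 0.173. Contrasts of each mutant with wild-type and of the mutants with each other were tested with edgeR's quasi-likelihood test, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. Lists of genes were tested with limma 3.58.1 (camera with a preset correlation of 0.01, camera with an estimated correlation, and fry). Overlaps were tested with Fisher's exact test. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

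All mutants were compared with the same wild-type libraries, so 20 data sets with no change were simulated with the observed dispersions. Another 20, with the same dispersions, had each mutant's changes shuffled within 20 groups of genes of similar expression. In these, genes not called in a mutant were given no change in it. The methods were tested on simulated data. With 200 of 11547 genes changed, edgeR recovered 160 (80%) and called 11 unchanged genes, and DESeq2 1.42.0 recovered 167 (83.5%) and called 22 unchanged genes. A list of 40 genes shifted by 0.5 on the log2 scale gave a camera p-value of 1.26e-21, and an unshifted list of 40 genes gave 0.995.

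The samples, the design, the gene lists and the alternatives were fixed before the data were examined, except the alternatives named in the closing section as chosen later. The genes named in the text follow a rule from the same time: for each mutant, the 3 called genes with the largest increase and the 3 with the largest decrease in fitted log2 fold change whose mutant libraries all lay outside the range of the wild-type libraries; for the genes called in all 3 mutants, the 3 in each direction with the largest fitted change in the mutant where they changed least; and the genes the paper names, which are the 3 mutated genes, the subunits of the complexes and *hsp-16.2*. The lists were cytoplasmic ribosomal proteins, translation factors with tRNA synthetases, mitochondrial ribosomal proteins, oocyte and germline genes, sperm genes, embryonic transcription factors, collagen and muscle genes, heat-shock genes, vitellogenins and histones, chosen by gene name as stand-ins for the processes in the paper's gene ontology analysis. The alternatives were DESeq2, DESeq2's size factors in edgeR, upper-quartile normalization, edgeR's filterByExpr, at least 10 counts in every library, no filter on low counts, genes of all types, a model of only the 2 strains compared, the replicate number as a block, an adjusted p under 0.01, each library left out in turn, and a separate wild-type library for each mutant.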

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

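Of the tests in this part, the overlap of the lower genes and the thinning of the libraries were chosen only after the result was seen; the others were chosen before their results were seen. The paper reports protein-coding genes only. Among 613 genes of other annotated types that passed the same filter on mean counts, 453 of them pseudogenes, 87 were higher in *cfp-1*, 32 in *set-2* and 95 in *sin-3* than in wild-type at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 86, 104 and 66 were lower. This is a signal in genes outside those the paper analysed.

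A first technical explanation is that reads of a changed protein-coding gene were counted on an overlapping gene of another type. Of the 87 genes higher in *cfp-1*, 1 (1.15%) overlapped a protein-coding gene called higher, against 2.09% of the other 526 genes. In *sin-3* the shares were 4.21% and 2.70%, and in *set-2* 0 of 32 and 5 of 581 (Fisher's exact test, two-sided, adjusted p = 1 in each mutant), which argues against overlap as an explanation of all the higher genes. Of the lower genes, 2 of 86 (2.33%) in *cfp-1* overlapped a protein-coding gene called lower, against 3.04% of the others, and in *sin-3* the shares were 4.55% and 2.74% (Fisher's exact test, two-sided, adjusted p = 1 and 0.644). In *set-2* 6 of 104 (5.77%) overlapped against 1.38% of the others (Fisher's exact test, two-sided, adjusted p = 0.0386), so for these 6 genes overlap remains a candidate explanation. A larger library is another candidate explanation. The mean total of *cfp-1* was 26488353 counts against 28664382 in wild-type, so the mutant with 87 higher genes had the smaller libraries, which says nothing on its lower genes. With every library thinned to 21596949 counts, between 87.5% and 91.6% of the higher genes of each mutant and between 90.4% and 97.7% of the lower genes were still called, which argues against library size in both directions. Reads shared between a pseudogene and the protein-coding gene it resembles were not tested and stay open, as does a difference caused by the mutations themselves, which is a hypothesis that these libraries cannot settle.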

How the results depend on the processing

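The alternatives here were set in advance, except a covariate for embryo age and DESeq2 run on all genes before the filter, with and without a prior on fold changes, which were chosen after the data were seen. The 17 counts of genes were computed in 386 refits and comparisons, of which 301 stayed within 1.5 times of the reported count and 85 did not. DESeq2, DESeq2's size factors, filterByExpr, genes of all types and the replicate block moved none of the 17 counts by more than 1.5 times. Of the reported calls, DESeq2 also made 96.9% in *cfp-1*, 96.9% in *set-2* and 97.0% in *sin-3*.

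With upper-quartile normalization, 447 genes were lower in *set-2* instead of 813, 311 were higher only in *cfp-1* and *set-2* instead of 194, 86 were lower only in *cfp-1* and *set-2* instead of 166, and 21 were lower only in *set-2* and *sin-3* instead of 32. The median log2 fold change of all genes in *set-2* was 0.10 under this normalization and -0.021 with TMM, which shows a shift of all genes in one direction. With at least 10 counts in every library, which removes genes that are silent in 1 strain, 442 genes were lower in *set-2*, 16 were higher only in *set-2* and *sin-3* instead of 29, 123 were lower in all 3 mutants instead of 188, and 100 were lower only in *cfp-1* and *set-2*. With only the 2 compared strains in the model, 503 genes were lower in *set-2*, 75 were lower only in *cfp-1* and *set-2*, and 1272 differed between *cfp-1* and *set-2* instead of 2550. In *sin-3* the numbers rose, to 2018 higher and 1807 lower genes instead of 1456 and 1450. Having fewer libraries to estimate the spread therefore does not alone account for these moves.

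At an adjusted p under 0.01 there were 672 higher and 556 lower genes in *cfp-1*, 275 and 262 in *set-2* and 642 and 582 in *sin-3*. All 3 mutants shared 76 higher and 67 lower genes, only *cfp-1* and *set-2* 79 and 47, only *cfp-1* and *sin-3* 204 and 164, and only *set-2* and *sin-3* 8 higher genes. Between mutants, 783 genes differed for *cfp-1* and *set-2*, 323 for *cfp-1* and *sin-3* and 2397 for *set-2* and *sin-3*. A stricter threshold only lowers a count of calls in 1 comparison.

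With the embryo-age score as a covariate, 407 genes were higher and 332 lower in *cfp-1*, 711 and 803 in *set-2*, and 2 and 3 in *sin-3*. All 3 mutants shared 2 higher and 1 lower genes, against 330 and 329 at an unadjusted p under 0.05 (435 and 396 without the covariate). Only *cfp-1* and *sin-3*, and only *set-2* and *sin-3*, shared 0 genes in each direction, against 270 higher and 185 lower and 19 higher and 53 lower genes at an unadjusted p under 0.05. Between mutants, 12 genes differed for *cfp-1* and *set-2*, 456 for *cfp-1* and *sin-3* and 2 for *set-2* and *sin-3*. The score differs mostly between strains (86.9% of its variance), so the covariate takes up the differences between strains, and the median standard error against wild-type rose 1.60 times in *cfp-1* and 2.00 times in *sin-3* and was 0.952 times as large in *set-2*. The correlations of log2 fold changes under it were 0.698 for *cfp-1* and *set-2*, 0.816 for *cfp-1* and *sin-3* and 0.560 for *set-2* and *sin-3*.

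With each library left out in turn, the genes higher in *cfp-1* numbered from 845 to 1816 and those lower from 677 to 1799, both lowest without *cfp-1* replicate 3. In *set-2* they numbered from 337 to 1019 and from 323 to 1107, both lowest without wild-type replicate 3, and in *sin-3* from 970 to 1770 (lowest without wild-type replicate 1) and from 889 to 1839 (lowest without wild-type replicate 2). Without wild-type replicate 3, 38.9% of the reported calls in *set-2* remained, and without *set-2* replicate 1 50%. All 3 mutants shared from 121 to 227 higher and from 102 to 234 lower genes. Only *cfp-1* and *set-2* shared from 97 to 218 and from 61 to 288, only *cfp-1* and *sin-3* from 287 to 657 and from 255 to 710, and only *set-2* and *sin-3* from 11 to 60 and from 12 to 66. From 869 to 2799 genes differed between *cfp-1* and *set-2*, from 733 to 2013 between *cfp-1* and *sin-3* and from 3478 to 4915 between *set-2* and *sin-3*. A fit without a *sin-3* library leaves that strain with 1 sample, so it gave no calls for *sin-3*.

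The 3 correlations of log2 fold changes were recomputed 87 times, and 69 values moved by less than the spread between pairs of libraries. With separate wild-type controls, the correlation of *cfp-1* and *set-2* was 0.157 with wild-type replicate 1 for *cfp-1* and replicate 2 for *set-2*, and 0.163 with replicates 1 and 3. For *cfp-1* and *sin-3* it was 0.421 with replicates 1 and 2, 0.485 with 1 and 3, 0.484 with 2 and 1, 0.456 with 3 and 1 and 0.530 with 3 and 2. For *set-2* and *sin-3* it was 0.120 with replicates 1 and 2, -0.026 with 2 and 1 and -0.074 with 3 and 1. With no filter on low counts the correlation was 0.588 for *cfp-1* and *sin-3* and 0.406 for *set-2* and *sin-3*, and with at least 10 counts in every library it was 0.125 for *set-2* and *sin-3*; the cause was not tested. With each library left out in turn, the correlation of *set-2* and *sin-3* ranged from 0.100 to 0.379.

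The 30 medians of gene lists were recomputed 507 times; 448 values kept their direction and their side of the threshold. Under camera with an estimated correlation, which gives lists of genes that vary together a wider error, 0 of the 11 calls passed, with 2 under 0.05 before adjustment. The adjusted p was 0.386 for the cytoplasmic ribosomal genes in *set-2* (-0.52) and *sin-3* (-0.69), 0.444 for those in *cfp-1* (-0.38) and for the oocyte (0.74) and histone (-1.27) genes in *sin-3*, 0.547 for the oocyte genes in *cfp-1* (0.51), and 0.555 for the embryonic transcription factors in *cfp-1* (-0.40) and *sin-3* (-0.58), collagen and muscle (0.48) and heat-shock (-2.35) genes in *set-2* and mitochondrial ribosomal genes in *sin-3* (-0.38). Under fry, the sperm genes in *cfp-1* passed (0.045, adjusted p = 0.0401; 0.0401 to 0.727 over alternatives with all libraries) and the heat-shock genes in *set-2* did not (-2.35, adjusted p = 0.0578; 5.20e-05 to 0.555 over all alternatives). With DESeq2's log2 fold changes the medians in *sin-3* were -0.66 for cytoplasmic ribosomal genes and -0.086 for translation factors. Small medians changed sign with at least 10 counts in every library: mitochondrial ribosomal (0.0020) and heat-shock genes (0.015) in *cfp-1*, sperm (0.025) and embryonic transcription factor genes (0.0069) in *set-2* and sperm genes in *sin-3* (0.10). None of these passed the test. The vitellogenin list had no gene left under that filter and gave no value.

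With each library left out in turn, the medians in *cfp-1* ranged from -0.050 to 0.10 for translation factors, from -0.091 to 0.060 for mitochondrial ribosomal genes, from -0.0022 to 0.18 for sperm genes, from 0.064 to 0.54 for collagen and muscle genes and from -0.56 to 0.23 for heat-shock genes. In *set-2* they ranged from -0.11 to -0.021 for translation factors, from -0.038 to 0.10 for mitochondrial ribosomal genes, from -0.16 to -0.033 for oocyte genes, from -0.063 to 0.040 for sperm genes, from -0.14 to 0.029 for embryonic transcription factors, from 0.22 to 0.70 for collagen and muscle genes and from -0.32 to 0.0014 for histone genes. In *sin-3* they ranged from -0.73 to -0.62 for cytoplasmic ribosomal genes, from -0.14 to -0.076 for translation factors, from 0.68 to 0.81 for oocyte genes, from -0.19 to 0.14 for sperm genes, from -0.40 to 0.12 for collagen and muscle genes, from -0.088 to 0.32 for heat-shock genes and from -0.12 to 0.27 for vitellogenin genes.

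The 39 log2 fold changes of named genes were recomputed 884 times: 802 kept their direction and their side of the threshold, 70 no longer passed it, 10 with no test moved and 2 changed sign. These 2 were *athp-1* (-0.23) and *sumv-1* (-0.024) in *sin-3* with the embryo-age score as a covariate.

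The replicate number was tried as a block. In 15 pairs of libraries with the same number from different strains, the deviations from the strain means had a mean correlation of 0.0381, and 7 pairs were above 0.1, so the libraries share only a number. With the block there were 1394 higher and 1303 lower genes in *cfp-1*, 862 and 837 in *set-2* and 1572 and 1543 in *sin-3*, and small medians changed sign, of heat-shock genes in *cfp-1* (0.095), mitochondrial ribosomal genes in *set-2* (-0.0095) and sperm genes in *sin-3* (0.00060). A block on the numbers in the sample titles, which wild-type and *set-2* share for 4 libraries, gave 886 higher and 689 lower genes in *set-2*.

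Depth limits the genes with few counts. A gene with 3 counts or fewer in each library of a group gives only a lower bound, which holds for 15 of the higher genes in *cfp-1*, 18 in *set-2* and 14 in *sin-3*, and for 3, 4 and 12 of the lower genes.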

Differences from the paper's values

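The counts of genes the paper gives or shows lay within 1.5 times of those found here. The log2 fold changes of some genes in Supplementary Table S4, of which 1999 of 11630 genes were used here, did not. Both are on the log2 scale. DESeq2 run on all genes with its prior on fold changes, which draws uncertain changes towards 0, was chosen after the values were seen and is given with each of them. Where a gene had 3 counts or fewer in every library of a group, the fitted value is not a measurable change. The fold of the other group's mean over 3 counts is then given as a lower bound, which leaves out the spread between libraries. In each such case this bound also exceeds the paper's fold by more than 1.5 times.

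In *cfp-1*, the paper's log2 fold change of Y54E2A.9 is 1.85 against 4.16 here (1.80 with the prior, at least 6.74-fold by the lower bound), that of C25G4.8 is 2.14 against 3.83 (2.09 with the prior), and that of F40G12.9 is 1.87 against 3.61 (1.82 with the prior, at least 8.57-fold by the lower bound). The paper's value of *fbxa-192* is -5.20 against -5.98 here (-5.18 with the prior), of *nspd-7* -3.04 against -5.07 (-2.97 with the prior, at least 16.1-fold lower by the lower bound), and of F01G10.5 -2.68 against -4.62 (-2.61 with the prior, at least 14.5-fold lower). None of the alternatives set before the data were examined closed these gaps. For *gsp-3* in *cfp-1* the paper's value is -2.28 against -3.78 here (-2.20 with the prior); the gap was within the error with upper-quartile normalization (-3.73), with 2 strains in the model (-3.76), and without wild-type replicate 2 (-3.55), wild-type replicate 3 (-3.65), *set-2* replicate 3 (-3.75), *cfp-1* replicate 2 (-3.43) or *cfp-1* replicate 3 (-3.38), and not with the other alternatives set before the data were examined.

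In *set-2*, the paper's log2 fold change of *unc-1* is 2.27 against 5.45 here (2.20 with the prior, at least 11.7-fold by the lower bound), of *oac-4* -2.14 against -4.50 (-2.099 with the prior, at least 8.61-fold lower) and of *nspd-7* -2.77 against -4.09 (-2.71 with the prior), and no alternative set before the data were examined closed the gap. That of *msrp-2* is -3.51 against -4.69 (-3.45 with the prior); the gap was within the error without wild-type replicate 2 (-4.47) or *set-2* replicate 1 (-4.34) and not with the other alternatives set before the data were examined. That of F33H12.1 is -2.12 against -4.15 (-2.06 with the prior), within the error without *set-2* replicate 1 (-3.57) and not with the other alternatives set before the data were examined.

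In *sin-3*, the paper's log2 fold change of *srw-85* is 3.07 against 5.02 here (2.99 with the prior) and of F44F4.10 2.51 against 4.34 (2.45 with the prior, at least 16.6-fold by the lower bound). The paper's value of T06C10.3 is -2.18 against -7.93 here (-2.099 with the prior, at least 9.06-fold lower by the lower bound), of *ant-1.4* -2.91 against -7.05 (-2.85 with the prior), of *nspd-7* -2.96 against -6.24 (-2.88 with the prior, at least 15.3-fold lower), of *gsp-3* -2.47 against -6.16 (-2.37 with the prior, at least 14.7-fold lower) and of *msrp-2* -3.25 against -4.71 (-3.20 with the prior). None of the alternatives set before the data were examined closed these gaps.

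The paper describes genes related to reproduction as downregulated. Here the 57 oocyte and germline genes were higher in *cfp-1* (median log2 fold change 0.51) and in *sin-3* (0.74), and -0.10 in *set-2* did not pass the test (camera adjusted p = 0.201; 0.0136 to 0.970 over all alternatives), although it passed as lower without *set-2* replicate 3 (-0.16) and without wild-type replicate 1 (-0.15), while *gsp-3* and *nspd-7*, expressed in sperm, were lower in all 3 mutants. The lists used here were fixed by gene name and are not the paper's ontology terms.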

Other observations

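Of the tests in this part, those on the stress of the collections, the near-identical heat-shock copies, the *gsp* and *nspd* genes, the histone genes, the strain variant at neighbouring genes, the share of neighbours among weaker losses and the library size behind the number of genes with a count were chosen only after the result was seen; the others were chosen before their results were seen.

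Other splits of the libraries gave almost no calls. Each of them put libraries of both strains in each group, so a difference between the strains enters the spread. Few calls then follow whatever the cause of that difference, and these splits are not data without any change. Of the 10 splits of the 6 *cfp-1* and wild-type libraries into 3 and 3, 1, the real one, gave as many genes as the 2777 called, and the 9 others gave 0, with 57 to 1389 genes at an unadjusted p under 0.05 against 4368 in the real split. For *set-2* and wild-type the real split was again the 1 of 10 with as many as 1668 genes, and the 9 others gave 0 (91 to 1846 at an unadjusted p under 0.05, against 3729). For *cfp-1* and *set-2*, 1 of 10 splits gave as many as 2550 genes, and the others gave 0 or 1 (31 to 1716 at an unadjusted p under 0.05, against 4369). With 10 splits the real split alone makes up 10%, so the count of splits alone cannot exclude chance. In *sin-3* with 2 libraries no such count was made.

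The correlations of log2 fold changes between mutants could come from the shared wild-type libraries. For *cfp-1* and *set-2*, simulated groups without any change gave a mean of 0.502 (0.480 to 0.525), a range that holds the observed 0.517. With only the changes of called genes kept, and shuffled over genes, the shared controls gave 0.142 (0.129 to 0.161), below the observed value. For *cfp-1* and *sin-3* these means were 0.444 (0.420 to 0.481) and 0.115 (0.0865 to 0.135), both below the observed 0.692. With a different wild-type library for each mutant, the mean correlation was 0.366 for *cfp-1* and *set-2* (0.157 to 0.527) and 0.502 for *cfp-1* and *sin-3* (0.421 to 0.634). All 6 choices stayed above 0 in both pairs, which argues against noise of single shared wild-type libraries as the whole cause. For *cfp-1* and *set-2* the part due to the shared controls is not settled. A shift common to all wild-type collections would stay in every choice and was not tested. Wild-type libraries lay between -44.4 and -36.1 on the second principal component, and mutant libraries between 4.64 and 24.3. For *set-2* and *sin-3* it was 0.118, with values from -0.074 to 0.310, and the observed 0.238 lay below the mean of 0.444 in simulated groups without any change and above the 0.108 (0.0799 to 0.129) with the changes shuffled. The simulations draw genes independently, so their ranges are narrower than those of genes that vary together. For this pair the shared controls and a link between the mutants cannot be told apart. Of the 572 genes called in both *set-2* and *sin-3*, 90 were lower in *set-2* and higher in *sin-3* and 21 the reverse.

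The *set-2* and *sin-3* libraries lay at opposite ends of the first principal component. The scores did not follow the library totals across the 11 libraries (Pearson r = -0.262, permutation p = 0.436, adjusted p = 0.576; Spearman rho = -0.191, permutation p = 0.576, adjusted p = 0.576; 2 relations computed; r = 0.211 without the 2 libraries farthest from the median total). Leaving out *set-2* replicate 2 left 4471 genes that differ between *set-2* and *sin-3* against 4694 with it, which argues against 1 library as the cause. Across genes, which are not independent replicates, the difference had a Spearman correlation of -0.190 with exon length, too weak by the limit set in advance for a bias of gene length. For the difference between *cfp-1* and *sin-3* this correlation was -0.339, past the same limit, so a bias of gene length stays a candidate explanation there. A difference in embryo age between the collections was tested by genes that fall and rise in early development. The oocyte and germline genes differed between *set-2* and *sin-3* by a median of -0.83 on the log2 scale and the embryonic transcription factors by 0.47 (camera adjusted p = 2.02e-16 and 0.000123, fry adjusted p = 0.00396 and 0.0183, and 0.530 for both with the estimated correlation), as older *set-2* or younger *sin-3* embryos would give. This is consistent with a difference in age, and an effect of the mutations on these same genes stays open.

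In *cfp-1* and *sin-3*, the oocyte and germline genes were higher and the embryonic transcription factors lower than in wild-type, which may reflect younger embryos or slower development as well as altered maternal transcripts. Leaving out 1 library moved the median of the oocyte genes in *cfp-1* to no less than 0.43, so no single library accounts for it. An embryo-age score per library, the mean log2 level of the embryonic transcription factors minus that of the oocyte genes, was -2.01 ± 0.182 in wild-type, -2.88 ± 0.442 in *cfp-1*, -1.86 ± 0.207 in *set-2* (SD, n = 3 each) and -3.33 ± 0.118 in *sin-3* (SD, n = 2). To test age apart from the lists, the slope of each of 11453 other genes on the score within strains was correlated with its log2 fold change. The correlation was -0.248 for *sin-3* (exact permutation test, two-sided, p = 0.0856, adjusted p = 0.128), -0.0317 for *cfp-1* (exact p = 0.796, adjusted p = 0.796) and 0.486 for *set-2* (exact p = 0.0208, adjusted p = 0.0625), over 432 arrangements. With 86.9% of the variance of the score between strains, embryo age and the effect of the mutations cannot be told apart for these genes.

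Heat-shock genes were lower in *set-2*. The list of 5 tested genes had a median log2 fold change of -2.35 (camera adjusted p = 0.00646), -0.0077 in *cfp-1* and 0.12 in *sin-3* (camera adjusted p = 0.889 in both), and in a direct comparison it was higher in *cfp-1* than in *set-2* by 2.43 (camera adjusted p = 0.00973, fry adjusted p = 0.0617, and 0.530 with the estimated correlation). *hsp-16.2* (WBGene00002016, chromosome V from 1804334 to 1804957) had normalized counts of 12097 ± 2097 (SD, n = 3) in wild-type, 12035 ± 4727 (SD, n = 3) in *cfp-1*, 2223 ± 1797 (SD, n = 3) in *set-2* and 13154 ± 2759 (SD, n = 2) in *sin-3*. Its log2 fold change in *set-2* was -2.44 (standard error 0.72, adjusted p = 0.0423 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.00185 without *set-2* replicate 2 to 0.100 with 2 strains in the model). The call was lost without 8 of the 11 libraries, each left out in turn, and also with upper-quartile normalization, the replicate block, at least 10 counts in every library or 2 strains in the model. Near-identical *hsp-16* copies, between which reads can be split, are argued against as the whole cause, since *hsp-70* had a log2 fold change of -3.21 (adjusted p = 0.0108 from the same quasi-likelihood test). One *set-2* library is argued against as well, since without *set-2* replicate 2 the list had a camera adjusted p of 5.20e-05 (5.20e-05 to 0.555 over the alternatives), with a median of -1.79. In *set-2* replicate 2 the other heat-shock genes were lower than in the other *set-2* libraries by a median of -4.86, so the genes move together between collections of one strain. This is consistent with different stress during the collections, which stays open beside an effect of the *set-2* mutation.

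Among the genes lower in all mutants, *gsp-3*, *gsp-4* and the *nspd* family stood out and were grouped after their values were seen. The 12 genes together held 6.59 ± 2.34 CPM in wild-type (SD, n = 3), 1.18 ± 0.138 in *cfp-1* (SD, n = 3), 1.13 ± 0.281 in *set-2* (SD, n = 3) and 0.779 ± 0.0544 in *sin-3* (SD, n = 2). The lowest wild-type library held 3.98 CPM, above every mutant library, which argues against 1 wild-type library as the cause. Adult tissue carried over in the wild-type collections would bring vitellogenin transcripts of the intestine, but these were at 1.26 CPM in wild-type against 2.12 in *cfp-1*, 2.40 in *set-2* and 1.45 in *sin-3*. The 31 *msp* genes of sperm were at 2.40 ± 0.610 in wild-type (SD, n = 3) and 0.956, 0.881 and 0.614 in the mutants, so RNA from sperm alone stays open and was not tested. A difference in embryo age is argued against by *set-2*, whose mean score of -1.86 lies within 1 SD of that of wild-type while its *gsp* and *nspd* level was as low as in *cfp-1*. The sperm list as a whole was not lower in any mutant. An effect of the mutations on the germline of the mothers stays a hypothesis.

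The 39 histone genes had a median log2 fold change of -1.27 in *sin-3* (camera adjusted p = 2.13e-12), with 29 called lower (33 called when adjusted over the list alone), and of -0.15 in *cfp-1* and -0.19 in *set-2* (camera adjusted p = 0.399 and 0.394). The difference between *cfp-1* and *sin-3* was 1.24 (camera adjusted p = 2.82e-14) and passed fry as well (adjusted p = 0.00472), but not camera with the estimated correlation (adjusted p = 0.530). A bias of gene length stays open for this comparison, whose log2 fold changes had a Spearman correlation of -0.339 with exon length. Younger embryos would lower histone genes in *cfp-1* too. There the median of -0.15 did not pass, but the 72 listed genes together held 2757 to 3100 CPM in the *cfp-1* libraries, below the 3478 to 3622 of the wild-type libraries, and 2120 and 2339 in *sin-3*, the order of the embryo-age scores. Embryo age and an effect of *sin-3* therefore cannot be told apart here. Most histone genes have near-identical copies between which the counting could split reads, and most histone transcripts lack the poly(A) tail the libraries were selected by, so these counts may not follow the total histone RNA; this was not tested and stays open beside a biological effect of *sin-3*.

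Genes lost strongly in 1 mutant sometimes lay next to each other. Of 12 genes lower by more than 2 on the log2 scale in *cfp-1* and not lower in the other mutants, 9 had another of them within 10 kb, where random sets of 12 tested genes had a mean of 0.0462 and at most 4 (one-sided permutation test, p = 1e-04, the smallest that 10000 draws can give, adjusted p = 3e-04). Of all 459 weaker losses of *cfp-1*, 16.6% had another of them within 10 kb, against 13.9% in random sets of as many genes. For the 382 weaker losses of *set-2* it was 17.5% against 11.7%, and for the 714 of *sin-3* 29.6% against 21.0%. Of the strong losses of *set-2*, 17.8% had a neighbour. Longer lists hold more neighbours by chance, so the shares of strong and weaker losses are not directly comparable. The share over the weaker losses of *cfp-1* does not decide whether the 9 are transcribed together, which stays open. The 9 genes of *cfp-1*, named after their values were seen, were *plk-3* (chromosome IV from 7470860 to 7473209, from 332 to 20.4 normalized counts), F55G1.6 (log2 fold change -2.89) and *slc-25A18.2* (chromosome IV from 7475041 to 7476182, -3.55), *bath-7* (chromosome II from 1919888 to 1921118, -2.83), F52C6.4 (-3.18), F52C6.3 (-3.18) and F52C6.2 (chromosome II from 1926462 to 1927347, -2.15), and *bath-21* (chromosome II from 2014902 to 2026625, -2.02) and *bath-1* (chromosome II from 2027612 to 2028812, -2.68). In *set-2*, 8 of 45 such genes had a neighbour (random mean 0.635, permutation p = 5e-04, adjusted p = 0.00075), and in *sin-3* 0 of 26 (permutation p = 1). A variant of the strain other than the studied mutation, which removes or silences a stretch of neighbouring genes, is a candidate explanation; without DNA sequence of the strains it cannot be told apart from joint transcription of neighbours or an effect of *cfp-1* on these genes.

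More genes had a count in the mutant libraries. After every library was thinned to the smallest total, 16777 ± 268 genes (SD, n = 3) had a count in wild-type, 18179 ± 182 in *cfp-1* (SD, n = 3), 17859 ± 149.5 in *set-2* (SD, n = 3) and 17861 ± 116 in *sin-3* (SD, n = 2). The lowest mutant library held 17688 genes, above the highest wild-type library with 17082, so library size is argued against. The embryo age is argued against too, because *cfp-1* and *sin-3*, with scores below wild-type, held at least 17779 genes. Genomic DNA in the mutant libraries would give counts that follow the length of genes. Over 3010 protein-coding genes without a count in wild-type, the Spearman correlation across genes of their counts in the mutants with exon length was 0.196. This is under the limit set before the result was seen, but these counts are near the detection limit, so genomic DNA and expression of these genes in the mutants cannot be told apart.

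Of the 18 subunits of the complexes tested besides the mutated genes, *mcrs-1* (log2 fold change 0.35, adjusted p = 0.0120) and *wdr-5.1* (0.35, adjusted p = 0.0137) were higher and *pis-1* (-0.68, adjusted p = 0.0333) lower in *cfp-1*, and *athp-1* (0.41, adjusted p = 0.0372) and *sumv-1* (0.34, adjusted p = 0.0432) higher in *sin-3* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. Adjusted over the list alone, 3 passed in *cfp-1* and 0 in *sin-3*, where 5 were under 0.05 before adjustment, and in *set-2* 0 passed by either count, with 2 under 0.05 before adjustment. Each of these 5 calls was lost under at least 1 alternative, and *pis-1* was lost with upper-quartile normalization (-0.65).

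On the X chromosome 208 of the called genes were higher and 82 lower in *set-2* (71.7% higher), with a median log2 fold change of 0.11 over the 1551 genes tested there, against shares between 39.7% and 52.9% on the other nuclear chromosomes. In *cfp-1* 59.9% and in *sin-3* 49.2% of the called genes on the X chromosome were higher. No explanation was tested.

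Vitellogenin genes, with 2 tested, had medians of 0.50 in *cfp-1*, 0.67 in *set-2* and 0.12 in *sin-3*, and did not pass the camera test (adjusted p = 0.463, 0.261 and 0.812).

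Over genes of all types and mean counts, the authors' deposited tables of comparisons list 837 higher and 652 lower genes for *cfp-1* at an adjusted p under 0.05. For *set-2* they list 360 and 395, and for *sin-3* 582 and 478. Among protein-coding genes with a mean count above 10, the set closer to the one tested here, they list 686 and 560, 302 and 301, and 488 and 393. All are fewer than found here. Their mean count is above 0 in 25115 genes, 198 of which have no count in the 11 libraries analysed here. The cause was not tested, and a different set of libraries, filter of reads, counting or annotation stays open. Of the calls in the authors' deposited tables on genes tested here, 1247 of 1247 in *cfp-1*, 602 of 602 in *set-2* and 759 of 866 (87.6%) in *sin-3* were called in the same direction here. The Pearson correlation across genes of the log2 fold changes in the authors' deposited tables with those found here was 0.969, 0.938 and 0.735. In Supplementary Table S4, the mean count of 38 of 1999 genes equals that of the authors' deposited tables within 0.1%, while all 1999 equal the mean over the 11 libraries.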
